# The impact of microRNAs on transcriptional heterogeneity and gene co-expression across single embryonic stem cells

**DOI:** 10.1038/ncomms14126

**Published:** 2017-01-19

**Authors:** Gennaro Gambardella, Annamaria Carissimo, Amy Chen, Luisa Cutillo, Tomasz J. Nowakowski, Diego di Bernardo, Robert Blelloch

## Abstract

MicroRNAs act posttranscriptionally to suppress multiple target genes within a cell population. To what extent this multi-target suppression occurs in individual cells and how it impacts transcriptional heterogeneity and gene co-expression remains unknown. Here we used single-cell sequencing combined with introduction of individual microRNAs. miR-294 and let-7c were introduced into otherwise microRNA-deficient Dgcr8 knockout mouse embryonic stem cells. Both microRNAs induce suppression and correlated expression of their respective gene targets. The two microRNAs had opposing effects on transcriptional heterogeneity within the cell population, with let-7c increasing and miR-294 decreasing the heterogeneity between cells. Furthermore, let-7c promotes, whereas miR-294 suppresses, the phasing of cell cycle genes. These results show at the individual cell level how a microRNA simultaneously has impacts on its many targets and how that in turn can influence a population of cells. The findings have important implications in the understanding of how microRNAs influence the co-expression of genes and pathways, and thus ultimately cell fate.

## Abstract (web summary)

MicroRNAs can posttranscriptionally repress multiple targets in a cell population. Here the authors use single-cell sequencing to investigate the effects of an individual miRNA on transcriptional heterogeneity and gene co-expression

MicroRNAs (miRNAs) are short non-coding RNAs that arise through the biogenesis of long pri-miRNA transcripts^1^. Pri-miRNAs undergo an initial processing step by a complex consisting of the RNA-binding protein DGCR8 and the RNaseIII enzyme DROSHA, resulting in a hairpin structure called the pre-miRNA. The pre-miRNA is then processed by Dicer to form a short double-stranded RNA, a single strand of which is loaded into an Argonaute (Ago) to form the miRNA ribonucleoprotein effector complex. A predominance of miRNAs, called canonical miRNAs, follows this sequence of biogenesis events. A small number of non-canonical miRNAs bypass DGCR8-DROSHA processing, although these miRNAs are rare in comparison with the canonical miRNAs in mouse embryonic stem cells (mESCs)^2^. Thus, the deletion of the *Dgcr8* gene in mESCs results in essentially miRNA-deficient cells.

*Dgcr8*-null ESCs have a slower proliferation rate, with an extended G1 phase, relative to their wild–type (WT) counterparts when retained in self-renewal growth conditions (plus leukaemia inhibitory factor, LIF)^3^. *Dgcr8*-null ESCs are also unable to silence the pluripotency programme when placed under various differentiation conditions and thus remain locked in a self-renewing state^3^. Screens reintroducing individual miRNAs into these otherwise miRNA-deficient cells have been used to uncover the miRNAs responsible for these phenotypes. A family of miRNAs, called the ESC-enriched cell cycle regulating (ESCC) miRNAs can rescue the cell cycle defect in *Dgcr8-*null ESCs^4^. Another family of miRNAs, the let-7 family, can rescue the ability to silence the pluripotency network in *Dgcr8*-null ESCs^5^. miRNA families are defined by sharing a common seed sequence, a short six to eight nucleotide sequence near the 5′-end of the miRNA, which has been shown to play a central role in determining the downstream miRNA targets^6^. Thus, members of a miRNA family share largely overlapping messenger RNA targets.

Determining the targets of miRNAs and the impact of miRNAs on those targets is essential to understanding their mechanism of action^7^. To date, experimental identification and evaluation of target mRNAs, including those of the ESCC and let-7 family miRNAs^5^,^8^,^9^, has been limited to cell population studies. Therefore, resulting findings are based on the averaged effect of the miRNAs across millions of cells. On the contrary, single-cell sequencing enables the measurement of miRNAs' effects within and across individual cells^10^. Single-cell sequencing can address several important roles of miRNAs that cannot be discerned from previous population studies. First, it can address transcriptional heterogeneity among cells in a population, thus assessing a miRNA's role in buffering gene expression variability at the genome-wide level^11^,^12^. Second, it can uncover coordinated fluctuations in gene expression across cells (that is, gene co-expression) that could reveal regulatory influences of a miRNA on specific sets of genes. Indeed, whether co-expression among direct and/or indirect miRNA targets across single cells occurs, and if so by which mechanisms, is still unclear. Here we use single-cell sequencing and reintroduction of individual miRNAs into Dgcr8^−/−^ ESCs, to evaluate the impact of the ESCC and let-7 miRNAs on both of these phenomena.

## Results

### Reintroduction of miRNAs into miRNA-deficient cells

To study the impact of one miRNA at a time without the complication of competing endogenous miRNA function, we introduced single miRNAs into otherwise miRNA-deficient Dgcr8 knockout mESCs (Dgcr8^−/−^ mESCs)^3^. To suppress differentiation and minimize cell-state heterogeneity among mESC, cells were grown in the presence of LIF and inhibitors to GSKb and MEK (LIF + 2i) (see Methods), conditions that maintain a stable pluripotent state by inhibiting autocrine differentiation cues^13^,^14^,^15^,^16^. To determine the efficiency of transfection, Dgcr8^−/−^ cells were transfected with a fluorophore-conjugated control small RNA. Flow cytometry analysis of transfected cells showed a shift in fluorescence for the vast majority of cells (Supplementary Fig. 1a). Using identical conditions, cells were transfected with a representative let-7 family member let-7c and a representative ESCC family member miR-294. Resulting cells were dissociated and introduced into a Fluidigm C1 chip and analysed under a microscope, to confirm the presence of single cells in individual wells. We noticed that miR-294 induced an increase in cell size relative to Dgcr8^−/−^ or let-7c-transfected cells. Quantitative analysis showed this effect across a vast majority of the cells (Supplementary Fig. 1b), confirming not only efficient introduction, but also function of the exogenously introduced miRNA.

### Single-cell sequencing of cells

To understand how these miRNAs influence mRNA levels within and across cells, captured cells were lysed and mRNA was retrotranscribed into complementary DNA libraries. 

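Dgcr8−/− mouse ESCs lack a protein required to process most miRNAs, so that a transfected mimic acts almost alone. Single cells were compared 24 h after transfection with a miR-294 or a let-7c mimic, beside mock-transfected Dgcr8−/− cells and WT cells. The sample titles name the let-7 mimic let-7i and the series description names let-7b, and the paper's name let-7c is used here. The deposited data held 232 sequencing runs of 182 cells, of which 60 were Dgcr8−/−, 16 were WT, 48 were let-7c-transfected and 58 were miR-294-transfected. These were the cells left after the authors' own filters, including the removal of transfected cells whose targets were not downregulated. The total count per cell ranged from 514728 to 3564131 (median 1574732) in Dgcr8−/− cells and from 513521 to 3260922 (median 1307481) in WT cells. It ranged from 808409 to 3979274 (median 1524918) in let-7c-transfected cells and from 940705 to 3302756 (median 1435139) in miR-294-transfected cells. The median number of genes detected per cell was 7784, 7734, 8030 and 7995 in the same order of conditions. One C1 circuit was used for each condition, so a difference between conditions could not be separated from a difference between chips. Replicates are single cells throughout, and errors are SD over cells unless stated otherwise.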

Sequencing adapters were introduced using a transposon-based fragmentation and sequenced on Illumina Ultra-High-Throughput sequencer. Sequencing reads were processed by a bioinformatics pipeline summarized in Fig. 1a (see Methods). 

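The authors deposited, for each run, the RSEM expected count of each Gencode gene together with its FPKM. The expected counts were summed over the runs of a cell and rounded to whole numbers, and the FPKM values were not used. Counts were normalized for depth with DESeq size factors, which rested on the 862 genes counted in every cell. The normalized counts printed for single genes, other than log2 values, were scaled with the TMM factors of edgeR instead. On average over cells, no gene took more than 1.15% of the counts. The reads were not counted by molecule, so that differences between cells include amplification noise. Gene positions are those of GRCm38 in the Gencode M21 annotation.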

Samples were filtered based on library depth, diversity and evidence of miRNA transfection (Supplementary Figs 2–4 and Methods). Evidence of miRNA transfection in each cell was determined by performing a gene set enrichment analysis (GSEA)^17^, to assess the downregulation of previously defined targets (Supplementary Data set 1) of miR-294 and let-7c (ref. 5) (Fig. 1b). This analysis confirmed efficient transfection of cells with only a small number of cells having to be removed for lack of evidence for targets' downregulation (one for miR-294 and five for let-7c; Supplementary Fig. 4b). 

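The targets were the genes the paper lists from the earlier arrays, and 492 of 495 miR-294 targets and 169 of 171 let-7c targets passed the filter on mean count. In each cell, genes were ranked by their normalized count. The ES of the targets was the largest deviation of the running Kolmogorov–Smirnov sum. The mean ES of miR-294 targets was -0.106 ± 0.0232 (SD, n = 58) in miR-294-transfected cells and 0.0352 ± 0.0432 (SD, n = 60) in Dgcr8−/− cells. The difference of -0.141 exceeded every difference obtained by permuting the cell labels (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). For let-7c targets, the mean ES was -0.147 ± 0.0449 (SD, n = 48) in let-7c-transfected cells and 0.105 ± 0.0421 (SD, n = 60) in Dgcr8−/− cells. This difference was -0.252, again with the smallest p that the permutations can give. The mean ES of miR-294 targets in let-7c-transfected cells was 0.0684 ± 0.0303 (SD, n = 48). Of the alternatives tried, ranking genes by their ratio to the mean over all cells moved the miR-294 difference most, to -0.247 (same p).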

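Among the retained cells, all 58 miR-294-transfected cells had an ES below 0 for miR-294 targets, against 13 of 60 Dgcr8−/− cells. All 48 let-7c-transfected cells had an ES below 0 for let-7c targets, against 2 of 60 Dgcr8−/− cells. Because cells were retained on this same measure, these counts describe the selected cells and not the efficiency of transfection.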

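The 16 WT cells all had a negative ES for the targets of miR-294, with a mean of -0.0817 ± 0.0178 (SD, n = 16). In miR-294-transfected cells, the ES was lower than in WT cells by a difference of -0.0242 (two-sided permutation test, p = 0.00024). The sign of this small difference depended on the gene filter, since it was 0.0068 (p = 0.55, same test) with all 23587 genes that had at least 1 count in at least 1 cell.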

Of note, the GSEA analysis for miR-294 targets in miR-294-transfected Dgcr8^−/−^ cells showed an identical enrichment score (ES) as that of WT cells, suggesting physiological function of the miRNA (Fig. 1b). In contrast, GSEA analysis of let-7c targets showed highly distinct ES in let-7c-transfected Dgcr8^−/−^ cells relative to WT, which is expected as WT mESCs do not express let-7c (Fig. 1b). 

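The mean ES of let-7c targets in WT cells was 0.125 ± 0.0427 (SD, n = 16). In let-7c-transfected cells it was lower by a difference of -0.271 (two-sided permutation test, p = 1e-05, the smallest possible here). In miR-294-transfected cells the mean was 0.136 ± 0.0384 (SD, n = 58), higher than the WT mean by less than 1 SD.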

The numbers of samples remaining after each filtering step (see Methods) are summarized in Table 1. Genes were filtered based on a minimal average read count across samples (see Methods).

Principal component analysis (PCA) of the resulting matrix of samples and genes showed separation into three groups across PC1 consisting of let-7, Dgcr8^−/−^ and WT/miR-294-transfected cells (Fig. 1c). 

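PCA was run on log2 values of the normalized counts plus 1, each gene centred but not scaled. PC1 held 4.36% of the variance, PC2 2.91% and PC3 1.98%. The mean PC1 score was -70.4 ± 23.6 (SD, n = 48) in let-7c-transfected cells, -1.52 ± 23.8 (SD, n = 60) in Dgcr8−/− cells and 44.4 ± 15.1 (SD, n = 58) in miR-294-transfected cells. In WT cells it was 55.8 ± 15.4 (SD, n = 16). On PC2, whose mean scores lay between -5.75 and 22.5 in the 4 conditions, the SD within a condition reached 47.7.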

Again, miR-294-transfected Dgcr8^−/−^ cells overlapped with WT mESC in the PCA, suggesting not only physiological function of the exogenously introduced miRNA but also confirming the dominant role of the ESCC miRNA family in WT mESCs. 

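On PC1 the WT cells and the miR-294-transfected cells overlapped in part. The area under the ROC curve (AUC), here the probability that a miR-294-transfected cell scores above a WT cell, was 0.241 where 0.5 means full overlap (two-sided permutation test, p = 0.0013). The WT cells therefore lay somewhat further from the Dgcr8−/− cells. The call depended on the scaling, as the AUC was 0.496 (p = 0.96) with library sizes in place of size factors and 0.358 (p = 0.084) with each gene scaled to unit variance.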

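A let-7c-transfected cell scored below a Dgcr8−/− cell on PC1 with a probability (AUC) of 0.965, and a miR-294-transfected cell scored above one with a probability of 0.964. Both differed from 0.5 with the smallest p that the permutations can give, 1e-05 (two-sided). Under the 9 alternatives tried, the former was between 0.940 and 0.972 and the latter between 0.930 and 0.970.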

The miR-294 and let-7c mimics led to shifts in opposite directions along the first principal component. 

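The loadings were examined with the 36 cell cycle genes that the paper lists for its co-expression analysis. Ranked from 0 to 100 from the most negative to the most positive loading on PC1, these genes had a mean percentile of 86.0. No set as far from the mean occurred among 10000 random sets matched on mean count (two-sided, p = 0.0002, the smallest they can give). The mean percentile was 78.4 for the 13 G1/S genes, 95.6 for the 6 S genes, 98.6 for the 4 G2 genes and 86.5 for the 12 G2/M genes. Of the 36 genes, 26 had a percentile of at least 90. Positive loadings mean higher expression toward the miR-294 side.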

GSEA using the loading values in PC1 revealed a strong enrichment for cell cycle-related gene sets (Supplementary Data set 2 and Methods). These single-cell data are consistent with previous population data, showing opposing roles for the ESCC and let-7c miRNAs in mESCs^5^.

Let-7c induces the differentiation of Dgcr8^−/−^ cells grown ESC media plus LIF^5^. However, 2i conditions blocks let-7c-induced differentiation^14^. We confirmed a lack of differentiation under any of the miRNA conditions, which were all performed in LIF+2i, by evaluating six pluripotency markers (*Pou5f1*, *Nanog*, *Sall4*, *Esrrb*, *Klf4* and *Rex1*) and ten early differentiation markers (*Sox17*, *Brachyury*, *Fgf5*, *Sox1*, *Pax6*, *Grhl2*, *Mixl1*, *Gata4*, *Gata6* and *Foxa1*). 

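Of the 16 markers, 9 passed the filter of a mean count of at least 5, namely all 6 pluripotency markers and 3 of the 10 differentiation markers (Grhl2, Mixl1 and Gata4). Rex1 is listed by its symbol Zfp42 and Brachyury by its symbol T. In Dgcr8−/− cells, the normalized count was 402 ± 270 for Pou5f1, 747 ± 484 for Nanog, 1243 ± 580 for Sall4 and 1531 ± 788 for Zfp42 (SD, n = 60). In let-7c-transfected cells it was 247 ± 149 for Pou5f1, 234 ± 344 for Nanog, 221 ± 263 for Sall4 and 910 ± 812 for Zfp42 (SD, n = 48). Sox17 and Gata6 had no count in any of the 182 cells. In Dgcr8−/− cells, Gata4 was counted in 1 of 60 cells, Mixl1 in 14 and Grhl2 in 9, so changes in these genes were hardly measurable. In let-7c-transfected cells, Gata4 was counted in 7 of 48 cells and Mixl1 in 7.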

None of these markers showed a significant change across the four conditions (Fig. 1d). Therefore, the downstream transcriptional effects of these miRNAs could not be ascribed to secondary effects associated with differentiation.

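In a test of differential expression with edgeR, 4 of the 9 tested markers passed an adjusted p of 0.1 between let-7c-transfected and Dgcr8−/− cells, all lower after let-7c. Sall4 (ENSMUSG00000027547, chromosome 2, 168748332 to 168767943), which is also on the list of let-7c targets, had a log2 fold change of -2.49 (standard error 0.27, adjusted p = 1.8e-13). Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had a log2 fold change of -1.67 (standard error 0.35, adjusted p = 0.00026). Zfp42 (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980) fell by 0.75 on the log2 scale (adjusted p = 0.0074). Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) fell by 0.70 (adjusted p = 0.02). Under the more conservative Holm adjustment, 2 of these markers remained. Permuting the labels of cells within each predicted cell cycle phase left a difference in Sall4, Nanog and Zfp42, but not in Pou5f1 (p = 0.29), which did not pass 0.05 in this measure over all cells either (p = 0.066). Between miR-294-transfected and Dgcr8−/− cells, 0 of the 9 markers passed the threshold, with 3 at an unadjusted p below 0.05. Between Dgcr8−/− and WT cells, Pou5f1 alone passed it, with a log2 fold change of 1.28 (adjusted p = 0.0054). The paper's own table of differential expression lists Sall4 and Nanog as lower after let-7c, with log2 values of -3.37 and -2.34.

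**Figure D1:**
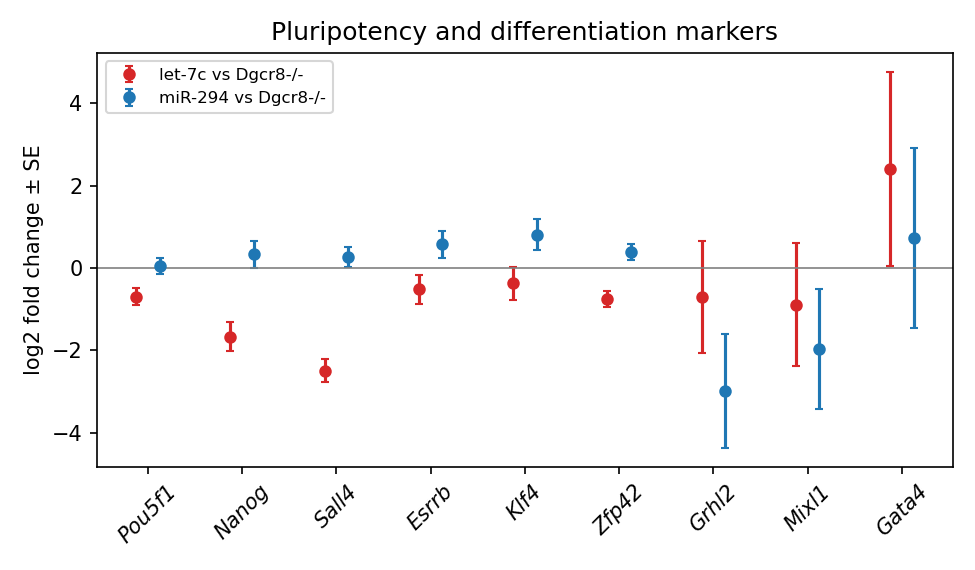
The log2 fold change of the 9 markers that passed the filter on mean count, against Dgcr8−/− cells, with let-7c in red and miR-294 in blue. Points are edgeR estimates, and bars are standard errors derived from the estimate and its F statistic. Sall4 and Nanog lie furthest below 0 after let-7c relative to their errors.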

### Differential expression across conditions

Next we performed differential gene expression analysis, to determine whether single-cell data could recapitulate bulk population findings across differing conditions. 

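Differential expression was tested on the rounded counts with a quasi-likelihood F test in edgeR, using TMM normalization and 1 model for the 4 conditions. Dispersions were estimated gene by gene and the quasi-dispersion was held at 1 or above, a setting adopted after the default had been seen to call many unchanged genes in simulated counts. The paper used a Bayesian method for single cells (scde), which was not used here. Of 11186 genes with a mean count of at least 5, 686 were lower and 377 higher in miR-294-transfected than in Dgcr8−/− cells at a Benjamini–Hochberg adjusted p below 0.1. In let-7c-transfected cells 571 genes were lower and 617 higher. In Dgcr8−/− cells 349 genes were lower and 630 higher than in WT cells. Under the alternatives, the number of genes lower after miR-294 ranged from 68 with the Holm adjustment to 1329 with the Wald test of DESeq2, and was 1089 with the default trended dispersions of edgeR. The median log2 fold change of all tested genes was -0.13 after miR-294, 0.10 after let-7c and 0.20 between Dgcr8−/− and WT cells, so that single changes near these sizes were not interpreted.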

Previously, Affymetrix array studies had been performed on Dgcr8^−/−^ ESCs plus or minus miR-294 or let-7c, revealing hundreds of downregulated genes containing a seed match corresponding to the corresponding to transfected miRNA, which were identified as probable targets of that miRNA^5^. Analysis of the single-cell data showed a very similar effect to that of the bulk studies (Fig. 2a and Supplementary Data set 3). 

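The 3 genes with the smallest p among those lower after miR-294 were also targets in the bulk study. Twf1 (ENSMUSG00000022451, chromosome 15, 94577951 to 94589889) fell from 2652 ± 954 normalized counts in Dgcr8−/− cells (SD, n = 60) to 901 ± 408 (SD, n = 58). Its log2 fold change was -1.56 (standard error 0.13, adjusted p = 1.6e-21). Dazap2 (ENSMUSG00000000346, chromosome 15, 100615349 to 100620761) had a log2 fold change of -2.90 (adjusted p = 5.4e-14) and Scpep1 (ENSMUSG00000000278, chromosome 11, 88924020 to 88955465) of -1.87 (adjusted p = 8e-14). The 3 genes with the smallest p among those higher were Rpl9 (0.63), Eef1g (0.71) and Cnbp (0.82), none of them a listed target. After let-7c, the genes with the smallest p among those lower were Ftl1 (log2 fold change -2.03), Set (-1.18) and Sall4, and those among the higher were Gm26547 (1.53), Fth1 (1.12) and Gm26686 (1.81). The listed let-7c targets with the smallest p were Sall4, Trim71 (ENSMUSG00000079259, chromosome 9, 114507133 to 114564369; log2 fold change -2.25, adjusted p = 8.6e-12) and Gng5 (ENSMUSG00000068523, chromosome 3, 146499807 to 146505572; -1.74, adjusted p = 1.1e-08). Trim71 fell from 809 ± 455 (SD, n = 60) to 170 ± 153 normalized counts (SD, n = 48). Between Dgcr8−/− and WT cells, the genes with the smallest p were Sub1 (-1.98), Slfn9 (-3.77) and Atp5g3 (-1.59) among the lower and Syne2 (7.16), Anxa2 (5.00) and Slc39a1 (2.49) among the higher. Part of the Ftl1 transcript is shared with other genes, as 64.1% of its stretches of 31 bases occur in their transcripts. Of the genes in each of the paper's own lists that were found by symbol, from 57.8% to 83.7% passed the threshold in the same direction, and 0 passed it in the opposite direction.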

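Among the 492 tested targets of miR-294 from the bulk study, 1 was higher in miR-294-transfected cells at an adjusted p below 0.1, and 2 were higher at an unadjusted p below 0.05. The gene was Plk4 (ENSMUSG00000025758), with a log2 fold change of 0.77 (standard error 0.29, adjusted p = 0.088). No target was higher under 6 of the 11 alternatives, among them the Wald test of DESeq2, and 3 were with the default trended dispersions of edgeR. Among the 169 tested targets of let-7c, 0 were higher after let-7c, and 0 were higher at an unadjusted p below 0.05.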

Not a single target from the bulk population study showed a significant opposite effect in the single-cell data (Fig. 2a). However, fewer targets were found to be significantly downregulated following miRNA introduction in single-cell data, which probably reflects the reduced sensitivity of this method. 

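Of the 492 tested miR-294 targets, 110 were lower after miR-294 at an adjusted p below 0.1, and 178 at an unadjusted p below 0.05. The log2 fold change was below 0 for 435 of them, with a median of -0.83. Of the 169 tested let-7c targets, 61 were lower after let-7c at the adjusted threshold, and 81 at the unadjusted one. The log2 fold change was below 0 for 152 of them, with a median of -1.06. The number of miR-294 targets past the threshold ranged from 23 under the Holm adjustment to 182 under the Wald test of DESeq2. In simulated counts of the same cells, the edgeR test recovered 56% of the genes changed 4-fold and 82% of those changed 16-fold, so that some changed targets are expected to be missed.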

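The targets of miR-294 were compared between mock-transfected Dgcr8−/− cells and the 16 WT cells, which express the ESCC miRNAs. At an adjusted p below 0.1, 56 of the 492 targets were higher in Dgcr8−/− cells, and 3 were lower. Their median log2 fold change of Dgcr8−/− over WT cells was 0.74, with 133 targets below 0. Among the genes above, Twf1 had 909 ± 379 normalized counts in WT cells (SD, n = 16) and Dazap2 had 201 ± 144 (SD, n = 16).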

As expected, the miR-294 targets were similarly downregulated in WT mESCs, where the ESCC miRNAs make up a majority of the miRNA pool^2^,^18^. In contrast, the let-7c targets were not, which is also expected, as let-7 family members are not expressed in ESCs. 

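Of the 169 tested let-7c targets, 4 were higher and 0 were lower in Dgcr8−/− than in WT cells at an adjusted p below 0.1, with 6 in each direction at an unadjusted p below 0.05. Their median log2 fold change was -0.01, and 88 of them were below 0. Trim71 had 835 ± 278 normalized counts in WT cells (SD, n = 16).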

The previous bulk population study had shown that miR-294 and let-7c had opposing effects on the Myc pathway. Here we asked whether the Myc pathway and/or alternative pathways could distinguish individual cells in each of the four conditions. Machine learning was used to determine the predictive power of 50 hallmarks gene sets annotated in the MsigDb database that describe genes with coordinated expression levels in a variety of tissues involved in specific biological processes^19^ (Supplementary Fig. 5 and Methods). This analysis uncovered the Myc pathway as having the highest predictive power, identifying miR-294 and let-7c cells with a >90% accuracy (Fig. 2b). Therefore, our single-cell data, when considered as a group, correlate well with previous bulk population studies. In contrast to these studies though, the single-cell data enabled us to next ask how the miRNAs have an impact on transcript levels within and across individual cells.

### Effects of miRNAs on transcriptional heterogeneity

Single-cell transcriptome data enables the analysis of transcriptional heterogeneity within a population of cells^14^. WT ESCs grown in LIF+2i are highly transcriptionally homogenous, whereas miRNA-deficient cells show an increase in heterogeneity compared with their WT counterparts^14^. The effect of individual miRNAs on the transcriptional heterogeneity of cell populations remains unknown. To address this question, we evaluated all potential pairwise correlations between the transcriptional profiles of single cells within each of the three cell populations: Dgcr8^−/−^ cells, miR-294-transfected Dgcr8^−/−^ cells and let-7c-transfected Dgcr8^−/−^ cells (Fig. 3a). Compared with the Dgcr8^−/−^ cells, the addition of miR-294 increased the correlation between cells (one-tailed Mann–Whitney test *P*<2.2*e*−16), implying a reduction in cell-to-cell transcriptional variability (Fig. 3a, inset in upper panel). In contrast, compared with Dgcr8^−/−^ cells, the introduction of let-7c decreased the correlation between cells (one-tailed Mann–Whitney test *P*<2.2*e*−16), implying an increase in cell-to-cell transcriptional variability (Fig. 3a, inset in upper panel). These effects were even greater when specifically focusing on the cell-to-cell transcriptional variability of pluripotency regulators (Fig. 3a, lower panel). Furthermore, these effects were largely driven by the highly expressed genes as intermediate and lowly expressed genes showed little correlation between cells in any condition, likely due to poor read coverage for these genes with the single cell sequencing method (Supplementary Fig. 6). These results show that individual miRNAs can either reduce or enhance transcriptional heterogeneity across cells.

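The correlation of each pair of cells (PCC) was computed on the normalized counts of the 11186 filtered genes. The mean PCC was 0.848 over the 1653 pairs of miR-294-transfected cells and 0.771 over the 1770 pairs of Dgcr8−/− cells. The SD of the mean PCC of a cell with the others of its condition was 0.0505 (n = 58) and 0.0706 (n = 60). Pairs that share a cell are not independent, so the cell labels were permuted. The difference of 0.0769 had a two-sided permutation p of 0.00097. It kept its sign and its side of the threshold in the alternatives that can move it, which those of the size factors cannot, and was 0.0998 without the 50 genes with the highest mean count.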

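The mean PCC over the 1128 pairs of let-7c-transfected cells was 0.710, and the SD of the mean PCC of a cell was 0.0745 (n = 48). The difference from Dgcr8−/− cells, -0.0611, had a two-sided permutation p of 0.058 when cells and not pairs were permuted. It passed 0.05 on log2 values, where it was -0.0486 (p = 0.00011), and with Spearman's correlation between cells, where it was -0.0468 (p = 0.00014). Without the genes at 3 loci of repeated sequence, which took 1.78% of the counts in let-7c-transfected cells on average, it was -0.0298 (p = 0.3). The highest PCC within the condition, 0.998, belonged to a pair of cells with near-identical counts.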

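The filtered genes were split into 3 groups of equal size by mean count. In the group with the highest mean count, the difference in mean PCC from Dgcr8−/− cells was -0.0613 (two-sided permutation test, p = 0.068) for let-7c and 0.0791 (p = 0.0012) for miR-294. In the middle group, the difference between let-7c-transfected and Dgcr8−/− cells was 0.0144 (p = 0.00041) and in the lowest group 0.0019 (p = 0.50), both opposite in sign to the difference over all genes. For miR-294 the difference was 0.0289 (p = 1e-05) in the middle group and 0.00918 (p = 0.0012) in the lowest.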

Although transfection of let-7c resulted in increased variation between cells of the population as a whole, hierarchical clustering of single-cell profiles showed the formation of clusters of cells where transcriptionally heterogeneity appears to be lower, effectively structuring the cell population into distinct subpopulations (Fig. 3b). In contrast, miR-294-transfected Dgcr8^−/−^ cells did not form subpopulations and as a whole were highly transcriptionally homogenous. 

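Cells of each condition were clustered by complete linkage on the distance 1 minus PCC, and the tree was divided into 3 clusters. The paper's dynamic division of the tree was not used here, so that cluster sizes can differ. The let-7c-transfected cells fell into clusters of 36, 6 and 6 cells, with a mean PCC within the cluster of 0.784, 0.812 and 0.678. The mean PCC within the larger cluster was thus above the mean over the whole condition by about the SD of a cell. As the clusters were formed on PCC, such a rise is favoured by construction and cannot show lower heterogeneity within clusters. In the cluster of 6 cells with the higher mean PCC, 7.32% ± 1.80 (SD, n = 6) of the counts came from the genes at 3 loci of repeated sequence, against 0.895% and 1.54% in the others. With these genes left out, 4 of its 6 cells fell into the largest cluster.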

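With the same division into 3 clusters, the miR-294-transfected cells fell into groups of 44, 12 and 2, with a mean PCC within the group of 0.872, 0.891 and 0.889. The mean distance of a cell to the cells of other clusters was 0.190 ± 0.0539 (SD, n = 58). A division into a fixed number of clusters yields clusters in any data, so their number carries no information here.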

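The 60 mock-transfected Dgcr8−/− cells were divided in the same way into clusters of 38, 21 and 1. The mean PCC within the cluster was 0.850 and 0.810 in the larger ones.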

Non-transfected Dgcr8^−/−^ cells also formed subpopulations, but were less discrete than those seen with the addition of let-7c (Fig. 3b). 

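For each cell, the mean distance to the cells of the other clusters of its condition was computed. It was 0.392 ± 0.0752 (SD, n = 48) in let-7c-transfected cells and 0.300 ± 0.0849 (SD, n = 60) in Dgcr8−/− cells. A rank-sum test that treats cells as independent values gave p = 8.16e-08. Because clustering was itself part of the measure, the labels of the cells were also permuted and both groups clustered anew each time. In this test, the difference of 0.0922 had a two-sided permutation p of 0.2 over 1000 permutations. With Spearman's correlation between cells the sign was opposite, at -0.0467 (p = 0.21, same test).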

Inter-cluster distance analysis confirmed the greater distinctness of subpopulations within the let-7c-transfected versus non-transfected Dgcr8^−/−^ cells (Fig. 3c, two tailed Mann–Whitney test *P*=1.94*e*−8). 

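PCA was then run within each condition, and the share of the variance of a component that lay between the 3 clusters was computed. In let-7c-transfected cells, 26.9% of the variance of PC1, 9.89% of that of PC2 and 3.88% of that of PC3 lay between clusters. In Dgcr8−/− cells the shares were 2.27% for PC1, 70.5% for PC2 and 62.3% for PC3. PC1 held 5.89% of the variance in let-7c-transfected cells and 4.18% in Dgcr8−/− cells.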

PCA analysis confirmed that the let-7c subpopulations could be separated on the first principal component, whereas the Dgcr8^−/−^ subpopulations separated on the third principal component, albeit less distinctively, in agreement with the inter-cluster distance analysis (Supplementary Fig. 7 and Supplementary Data set 2). These findings show that the increase in transcriptional heterogeneity seen in let-7c-transfected cells is largely the result of the production of subpopulations rather that increased stochastic noise between cells.

### Source of transcriptional heterogeneity

Next, we asked what genes/pathways are driving the formation of these subpopulations. We thus performed GSEA for the 50 hallmark gene sets within each subpopulation of let-7c-transfected cells and non-transfected Dgcr8^−/−^ cells. We thus obtained an ES for each gene set in each cell in each subpopulation. We then performed an analysis of variance (ANOVA) test, to determine gene sets with an ES significantly different across the subpopulations within each condition. This analysis uncovered 13 and 9 significant gene sets (false discovery rate (FDR)<10%) driving the formation of let-7c and Dgcr8^−/−^ subpopulations, respectively (Fig. 3d and Supplementary Data set 4). Interestingly, there was a highly significant enrichment for gene sets related to cell cycle in let-7c cells including E2f targets and G2/M checkpoint (Fig. 3d and Supplementary Data set 4).

These data suggested that the transcriptional heterogeneity among cells observed following let-7c transfection may be associated with the regulation of cell cycle. Therefore, we used the single-cell data to ask how the cells were distributed across the cell cycle phases in each condition. To do this, we used a recently developed bioinformatics tool, Cyclone, which can predict cell cycle phase based on transcriptional markers, which were uncovered in mouse ESCs and thus well suited for our data^20^ (see Methods). 

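Cyclone in the package scran scores pairs of marker genes, all 667 of which were in the files. A cell is assigned to G1 or G2/M when the score of that phase is at least 0.5 and the higher of both, and to S otherwise. The scores rest on the order of 2 genes within a cell and do not depend on the normalization. All 182 cells were assigned, including 2 WT cells in G1, 14 in S and 0 in G2/M.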

Cyclone showed distinct cell cycle distributions between miR-294-transfected, let-7c-transfected and Dgcr8^−/−^ cells (Fig. 3e). Consistent with previous data using DNA content to measure the cell cycle phases^4^,^21^, miR-294 decreased (exact Fisher's test *P*=0.009), whereas let-7c increased (exact Fisher's test *P*=0.03) the number of cells in G1 relative to the Dgcr8^−/−^ control cells. 

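Of the 60 Dgcr8−/− cells, 24 (40%) were assigned to G1, against 11 of 58 (19.0%) miR-294-transfected and 30 of 48 (62.5%) let-7c-transfected cells. The difference was -21.0 percentage points for miR-294 (Fisher's exact test, two-sided, p = 0.016) and 22.5 for let-7c (p = 0.033). For let-7c it no longer passed 0.05 among the cells sequenced once, where it was 22.6 (p = 0.068). With each cell assigned to the phase of its highest score, it was 10.8 (p = 0.28).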

Let-7c also decreased the number of cells in S phase (exact Fisher's test *P*=0.008), whereas miR-294 increased the number of cells in G2/M (exact Fisher's test *P*=0.025). 

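S phase was assigned to 28 (46.7%) Dgcr8−/−, 10 (20.8%) let-7c-transfected and 29 (50.0%) miR-294-transfected cells. The difference for let-7c was -25.8 percentage points (Fisher's exact test, two-sided, p = 0.008), and it was -7.92 (p = 0.13) with the phase of the highest score. G2/M was assigned to 8 (13.3%), 8 (16.7%) and 18 (31.0%) cells in the same order, and the difference for miR-294 was 17.7 points (p = 0.026). These 4 tests were not adjusted for each other.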

We next applied the Cyclone tool to the subpopulations identified in the let-7c-transfected Dgcr8^−/−^ cells. The first subpopulation (alpha) of let-7c-transfected cells consisted of mostly G1 cells, the second subpopulation (beta) had cells in all three phases and the third subpopulation (gamma) consisted of G1 and S cells (Fig. 3b, top middle panel). In contrast, all three subpopulations of Dgcr8^−/−^ cells showed cell cycle heterogeneity (Fig. 3b, top right panel). 

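In the clusters of 36, 6 and 6 let-7c-transfected cells, 21, 4 and 5 cells were assigned to G1. S phase was assigned to 8, 1 and 1 cells, and G2/M to 7, 1 and 0 cells. The smallest clusters hold too few cells to compare their shares, and no test was made on clusters that were defined from the same data.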

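In the Dgcr8−/− clusters of 38 and 21 cells, 36.8% and 42.9% of the cells were assigned to G1, 44.7% and 52.4% to S, and 18.4% and 4.76% to G2/M. The remaining cell, a cluster of its own, was assigned to G1.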

Together, these data show the changes in transcriptional heterogeneity, especially with let-7c-transfected cells, are associated with changes in distribution of cells across the different phases of cell cycle. This change could not be ascribed to the induction of differentiation, as analysis of the let-7c-transfected subpopulations showed no change in the expression of pluripotency and differentiation markers (Fig. 3f).

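The log2 normalized count (plus 1) of the pluripotency markers was compared between the let-7c clusters by its mean, without a test. In the cluster of 36 cells it was 7.69 ± 0.85 for Pou5f1, 5.23 ± 3.28 for Nanog, 6.24 ± 3.01 for Sall4 and 8.98 ± 1.74 for Zfp42 (SD, n = 36). In the other two, it was 6.80 and 6.42 for Pou5f1, 6.09 and 3.84 for Nanog, 5.43 and 5.38 for Sall4, and 8.77 and 8.35 for Zfp42. For Esrrb the means were 5.5, 3.8 and 5.2 in the same order of clusters, against 6.8 over all Dgcr8−/− cells. For Klf4 they were 4.2, 5.3 and 5.5, against 5.3, so that the smaller clusters were near the Dgcr8−/− mean. Over all Dgcr8−/− cells, the mean was 7.98 for Pou5f1, 8.77 for Nanog, 9.94 for Sall4 and 10.17 for Zfp42. By the SD of Dgcr8−/− cells (0.73 for Sall4, 1.92 for Nanog and 0.91 for Zfp42), these genes had a mean at least 1 SD lower in each cluster. By the SD of the cluster itself, this held in each cluster for Sall4 but not for Nanog or Zfp42.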

### Impact of miRNAs on gene co-expression

The changes in cell cycle distribution alone cannot explain the changes in transcriptional heterogeneity. That is, although the cell cycle distribution changed, each condition still had some fraction of cells in each phase of the cell cycle, yet it was only in the let-7c-transfected cells where distinct transcriptional subpopulations formed around the different phases of the cell cycle, especially G1 and G1/S. Therefore, we next asked how let-7c and miR-294 affect co-expression of genes. Gene co-expression refers to how similar the expression of two (or more) genes is in terms of correlated changes in their expression across single cells, such that the level of one gene in a cell is predictive of the level of the other gene in the same cell. The induction of gene co-expression among genes that vary across cell cycle could explain the formation of the distinct transcriptionally homogenous subpopulations of cells observed in let-7c-transfected cells.

Co-expression among a set of genes can be quantified by computing the pair-wise correlation coefficients between all possible gene pairs in the set and then performing a summary statistic on those correlation coefficients^22^. An alternative and more robust approach is to compute the Rényi multi-information (RMI), where the co-expression of all the genes in a set is quantified at once in a ‘set-wise' manner, as opposed to ‘pair-wise'^23^. We applied both pair-wise correlation and set-wise RMI approaches to evaluate the effects of miR-294 and let-7c on their respective high-confidence target sets (Supplementary Data set 5, Supplementary Fig. 8 and Methods). 

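The high-confidence sets hold 33 targets of miR-294 and 41 of let-7c. The authors drew them from predicted targets that were downregulated in these same cells, keeping those with more than a single source. For miR-294 they kept only those also lower in WT than in Dgcr8−/− cells. The mean PCC over pairs of miR-294 targets, on log2 values, was 0.0175 in miR-294-transfected, 0.0554 in Dgcr8−/− and 0.0234 in let-7c-transfected cells. The change from Dgcr8−/− to miR-294-transfected cells was -0.0379 and differed from that of random sets matched on mean count (two-sided, p = 0.0022). These sets were matched on the mean over both conditions and not on a fall in counts. On average over these targets, 20.3% of Dgcr8−/− and 36.8% of miR-294-transfected cells had no count. An effect of the lower counts therefore cannot be told apart from a loss of co-expression. The mean PCC over pairs of let-7c targets was 0.0522 in let-7c-transfected, 0.0268 in Dgcr8−/− and 0.0748 in miR-294-transfected cells. For let-7c, the change from Dgcr8−/− cells was 0.0254 (p = 0.063, same test). Under the alternatives this change ranged from 0.0128 (p = 0.50) with cells sequenced once to 0.0371 (p = 0.0028) with Spearman's correlation between genes. Within miR-294-transfected cells, the mean over let-7c targets (0.0748) was higher than that over miR-294 targets. Set against random gene sets within a condition (two-sided), let-7c targets had a higher mean in let-7c-transfected (p = 0.0004) and miR-294-transfected cells (p = 0.0002). In Dgcr8−/− cells they did not differ (p = 0.32). In the same test, miR-294 targets had a higher mean in Dgcr8−/− cells (p = 0.0012), but did not differ in miR-294-transfected (p = 0.76) or let-7c-transfected cells (p = 0.56).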

The pair-wise correlation analysis showed that, within each condition, the introduced miRNA increased the co-expression of its targets relative to the other miRNA's target set (Supplementary Fig. 9). This effect was even stronger when using the set-wise correlation analysis (RMI; Fig. 4a,b, upper panels). 

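The RMI of a set was computed from the ranks of the normalized counts over cells, with an order of 0.99 and the 3 nearest neighbours of each cell. For miR-294 targets, it was 10.6 in miR-294-transfected, 3.92 in let-7c-transfected and 3.19 in Dgcr8−/− cells. For let-7c targets, it was 19.4 in let-7c-transfected, 2.45 in miR-294-transfected and 2.14 in Dgcr8−/− cells. The difference between transfected and Dgcr8−/− cells was 7.42 for miR-294 and 17.3 for let-7c, each with the smallest two-sided p that 10000 random sets can give, 0.0002. Cells with an equal normalized count of a gene share its rank, and when such ties were broken at random the differences were -0.781 (p = 0.032) and -0.477 (p = 0.0036).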

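Within miR-294-transfected cells, 10000 random sets matched on mean count had a mean RMI of 8.10 ± 1.33 (SD over sets), and that of the miR-294 targets was higher (one-sided, p = 0.033). Within let-7c-transfected cells, the random sets had a mean of 15.9 ± 2.00 (SD over sets), against which the let-7c targets had p = 0.043. In Dgcr8−/− cells, the same tests gave p = 0.16 for the miR-294 targets and p = 0.73 for the let-7c targets. Without 1 cell of each of 4 near-identical pairs, the RMI was 10.0 (p = 0.059) for miR-294 and 17.2 (p = 0.077) for let-7c. Neither test was adjusted for the other.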

The significance of these effects was confirmed by performing permutation tests on randomly selected genes of equivalent expression levels (Fig. 4a,b, lower panels). Furthermore, this finding was extended to a larger set of predicted targets of each miRNA (Fig. 4c and Supplementary Fig. 10). These data show that both miR-294 and let-7c increase the co-expression of their targets, despite the expression of their targets being downregulated (Figs 1b and 2a).

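The larger sets held 214 predicted targets of miR-294 and 68 of let-7c that passed the filter, and the RMI of 10 genes drawn at random from a set was computed 10000 times. For miR-294 targets, its median was 3.16 (quartiles 2.24 and 4.27) in miR-294-transfected and 0.628 in Dgcr8−/− cells. For let-7c targets, it was 5.42 (quartiles 4.28 and 6.74) in let-7c-transfected and 0.242 in Dgcr8−/− cells. In 100% of draws the value was higher in transfected than in Dgcr8−/− cells for either set. After each gene had been shuffled among the cells of a condition, which removes co-expression, the medians were 3.03 for miR-294 and 4.90 for let-7c in the transfected cells.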

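The lower expression of the targets left more cells without a count. On average over the high-confidence targets of miR-294, 36.8% of miR-294-transfected and 20.3% of Dgcr8−/− cells had no count, and for let-7c targets the shares were 47.2% of let-7c-transfected and 15.9% of Dgcr8−/− cells. To measure what such ties contribute, each gene was shuffled among the cells of a condition 1000 times. The mean RMI of the shuffled miR-294 targets was 9.78 in miR-294-transfected and 2.15 in Dgcr8−/− cells, and that of the shuffled let-7c targets was 17.4 in let-7c-transfected and 0.691 in Dgcr8−/− cells. The difference between conditions after shuffling was 7.64 for miR-294 and 16.7 for let-7c, and the measured differences were not outside the shuffled ones (permutation p = 0.54 and p = 0.16, two-sided). In transfected cells, the measured RMI was above the shuffled one by 0.835 for miR-294 targets (permutation p = 0.012) and by 2.00 for let-7c targets (p = 0.002, the smallest possible). In Dgcr8−/− cells it was above it by 1.05 and 1.45 (each with the smallest possible p), so that an excess over shuffled genes was present without the miRNA as well. The paper concludes that both miRNAs increase the co-expression of their targets although the targets are downregulated. The higher RMI after transfection does not show this here, as shuffled genes without co-expression gave a similar rise.

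**Figure D2:**
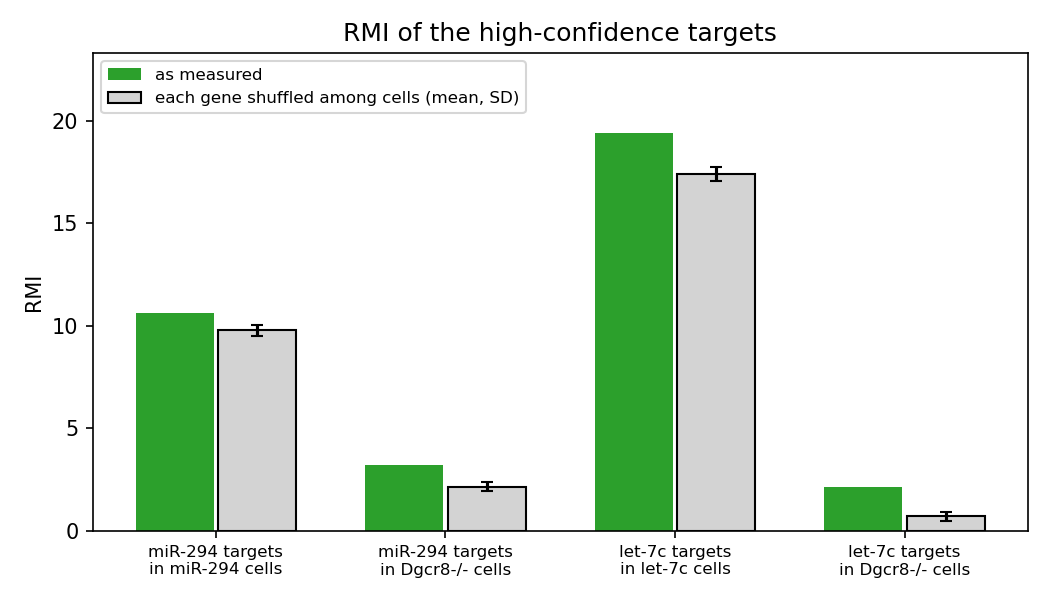
The RMI of the high-confidence targets in transfected and Dgcr8−/− cells, as measured (green bars) and after each gene was shuffled among the cells of the condition (grey bars, mean and SD of 1000 shuffles). For let-7c targets in let-7c-transfected cells, the bars reach 19.4 and 17.4.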

Given the impact of these miRNAs on cell cycle, we next asked how they influence the co-expression of a set of 36 well-annotated cell cycle phase genes (Supplementary Data set 6) including one direct target (*Cdkn1a*) of miR-294 and two targets (*Ccnf* and *Rrm2*) of let-7c (high-confidence targets in Supplementary Data set 5). 

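All 36 genes passed the filter on mean count, with 13 listed for G1/S, 6 for S, 4 for G2, 12 for G2/M and 1 for M/G1. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) fell from 346 ± 353 normalized counts in Dgcr8−/− cells (SD, n = 60) to 72.1 ± 84.2 in miR-294-transfected cells (SD, n = 58), a log2 fold change of -2.26 (standard error 0.34, adjusted p = 3.2e-07, edgeR). Ccnf (ENSMUSG00000072082, chromosome 17, 24222198 to 24251484) had a log2 fold change of -2.03 after let-7c (standard error 0.60, adjusted p = 0.019), and was counted in 22 of 48 transfected and 51 of 60 Dgcr8−/− cells. Rrm2 (ENSMUSG00000020649, chromosome 12, 24708241 to 24714146) fell from 879 ± 830 (SD, n = 60) to 168 ± 222 (SD, n = 48) after let-7c, a log2 fold change of -2.39 (standard error 0.44, adjusted p = 2.5e-05).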

Previous single-cell expression analysis had shown that these genes are well correlated according to cell cycle phase in somatic cells, but not ESCs^24^. Analysis of our data showed a similar lack of correlation between genes within each cell cycle phase among the miR-294-transfected cells (Fig. 4d). This effect was enhanced relative to the miRNA-deficient Dgcr8^−/−^ cells, suggesting that miR-294 plays a central role in this phenomenon of lost correlation among cell cycle phase genes in ESCs. 

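Spearman's correlation of the normalized counts over cells was averaged over all pairs of genes of the same phase. In miR-294-transfected cells the mean was 0.137, with 0.0731 for G1/S, 0.0800 for S, 0.293 for G2 and 0.212 for G2/M. These are correlations across single cells of 1 condition, and the genes of a phase are not independent of each other.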

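In Dgcr8−/− cells the mean over pairs was 0.186. The change from Dgcr8−/− to miR-294-transfected cells was -0.0489 and did not pass 0.05 when the labels of the cells were permuted (two-sided permutation test, p = 0.12). By phase, the mean in Dgcr8−/− cells was 0.121 for G1/S, 0.230 for S, 0.160 for G2 and 0.256 for G2/M, so that for G2 the mean was higher after miR-294.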

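In let-7c-transfected cells, the mean Spearman correlation over pairs of genes of a phase was 0.257, against the 0.186 of mock-transfected Dgcr8−/− cells. The change of 0.0707 had a two-sided permutation p of 0.071. Under the 9 alternatives tried, it ranged from 0.0356 to 0.0793. The highest, without 1 cell of each of 4 near-identical pairs, was the only one to pass 0.05 (p = 0.046). By phase, the mean was 0.147 for G1/S, 0.254 for S, 0.432 for G2 and 0.372 for G2/M.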

In stark contrast, let-7c caused an increased correlation among genes of each phase of the cell cycle relative to the miRNA-deficient Dgcr8^−/−^ cells (Fig. 4d). These effects were also confirmed by RMI analysis (Supplementary Fig. 11) with 10,000 permutations to assess significance (Fig. 4e).

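Genes in the lowest 5 percent by entropy in either condition were left out before the RMI of each phase was computed. For the 12 G2/M genes, the RMI was 7.11 in let-7c-transfected, 3.87 in Dgcr8−/− and 2.02 in miR-294-transfected cells. The log2 ratio to Dgcr8−/− cells was 0.88 for let-7c (p = 0.0004) and -0.94 for miR-294 (p = 0.016), from 10000 random gene sets of equal size, one-sided in the direction observed. For the G1/S genes, the log2 ratio was 1.88 for let-7c (p = 0.027) and -2.32 for miR-294 (p = 0.34). For the G2 genes, it was 2.40 for let-7c (p = 0.046) and -1.23 for miR-294 (p = 0.37). For the S genes, the RMI in Dgcr8−/− cells was -0.117, so that no ratio could be formed with the constant used here. With the constant from uniform samples of the same number of cells, the log2 ratio of the S genes was 2.13 for let-7c (p = 0.037) and -2.14 for miR-294 (p = 0.39). That constant gave 1.07 for let-7c and -0.54 for miR-294 in the G1/S genes, and 1.92 and -0.77 in the G2 genes. The size of a ratio thus depends on the constant, while its sign did not change. Its p cannot change, as the constant shifts the measured difference and those of the random sets equally. Without 1 cell of each near-identical pair, the G1/S ratio for miR-294 was -8.60 with the first constant. Shuffling each gene among cells left 31.6% of the difference in G2/M genes for let-7c and 72.3% of it for miR-294.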

These changes in correlation among cell cycle genes cannot be simply ascribed to changes in fraction of cells in each phase of the cell cycle: miR-294 increased the number of cells in G2/M, yet decreased the co-expression of the G2/M phase genes, whereas let-7c increased the number of cells in G1 and increased the co-expression of both G1 phase genes and G2/M phase genes (Figs 3e and 4d,e). 

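To hold the phases fixed, 20 draws of cells were made in which both conditions had the same number of cells in each predicted phase, and medians over draws were taken. In these cells the log2 ratio of the RMI of G2/M genes was 0.70 for let-7c (p = 0.004), and -0.73 for miR-294 (p = 0.055). For let-7c, the ratio was 1.52 for the G1/S genes (p = 0.070) and 2.19 for the G2 genes (p = 0.051). All kept the sign seen with all cells, and that of the G2/M genes for let-7c kept its side of 0.05.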

One way in which miR-294 could lead to a loss of co-expression of cell cycle phase genes is through (direct or indirect) downregulation of their expression, leading to a loss of correlation. We quantified the gene expression of the 36 cell cycle phase genes across the three conditions (let-7c, Dgcr8^−/−^ and miR-294) and found genes to be similarly expressed (Fig. 4d, upper panels). These results show that let-7c and miR-294 have opposite effect on the co-expression of cell cycle phase genes that are not simply secondary to their effects on the distribution of cells across the cell cycle or to overall changes in gene expression.

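The mean log2 normalized count of the 36 genes was 5.53 ± 2.27 in Dgcr8−/−, 4.45 ± 2.14 in let-7c-transfected and 5.99 ± 2.31 in miR-294-transfected cells (SD over genes). In the edgeR test, 9 of the 36 genes were lower after let-7c at an adjusted p below 0.1 and 0 were higher. These were Mcm2, Cdc6, Birc5, Rrm2, Tyms, Pcna, Nasp, Rrm1 and Ccnf, with log2 fold changes between -2.39 and -0.61. After miR-294, 3 genes passed the threshold, Cdkn1a being lower, and Nasp (0.61) and Cenpa (1.92) higher. The share of cells without a count, averaged over the genes, was 20.0% in Dgcr8−/−, 29.8% in let-7c-transfected and 13.0% in miR-294-transfected cells.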

To detect other sets of genes that become co-expressed in the presence of either miR294 or let-7c, we applied RMI analysis (Supplementary Fig. 11) to the 50 hallmark gene sets (see Methods). For each hallmark gene set, we computed RMI across the three conditions (miR-294, let-7c and Dgcr8^−/−^) and then computed the RMI fold change (miR-294 versus Dgcr8^−/−^ and let-7c versus Dgcr8^−/−^) and its significance (FDR<10%) with a permutation test (see Methods). In agreement with our results on cell-cycle genes, miR-294 reduced the co-expression of genes in hallmark gene sets related to G2/M checkpoint and E2f targets (Fig. 4f and Supplementary Data set 7). In contrast, let-7c increased co-expression of genes in these hallmark gene sets and mitotic spindle (Fig. 4f). MiR-294 did increase co-expression of genes in other gene sets relevant to ESC biology such as Stat3 signalling and epithelial–mesenchymal transition. These effects cannot simply be explained by enrichment of direct targets in these pathways, as the effects were present even after removing known targets of each miRNA from the gene sets (Supplementary Figs 12 and 13).

## Discussion

In this study, we provide the first genome-wide analysis of how a single miRNA impacts the transcriptome of individual cells. We use single-cell transcriptome sequencing together with the reintroduction of individual miRNAs in an otherwise miRNA-deficient cellular background. The use of miRNA-deficient cells removes the potential noise created by the impact of competition of miRNAs. That is, the addition of small RNA can compete out endogenous miRNAs for binding to Ago and thus formation of a functional silencing complex^25^. Similarly, removal of an individual miRNA can allow other endogenous miRNAs to fill Ago enhancing their function. Thus, the Dgcr8-null ESC model essentially provides a clean slate to study the impact of individual miRNAs on the cellular transcriptome. The unnaturally high levels of the exogenous introduced small RNAs into the miRNA-deficient background could in theory lead to non-physiological targeting and downstream impacts of the miRNA. However, that is unlikely a concern with either of the two miRNAs studied here. miR-294 and let-7c are both members of large families of miRNAs that have been shown to already exist at saturating levels in their respective WT cell contexts^26^. Importantly, we show at the single-cell level, the introduction of exogenous miR-294 alters the transcriptome of Dgcr8-null cells to one very similar to WT. Furthermore, it reduces its known targets to a similar degree. These findings are consistent with fact that the ESCC miRNAs constitute over 50% of the total miRNA pool in ESCs^2^,^18^. Let-7 similarly constitutes a high fraction of the miRNA population in downstream differentiated somatic lineages^18^.

Our approach enabled us to study the impact of the individual miRNAs on cell-to-cell transcriptome variability and gene co-expression across cells. Previously, it has been shown by single-cell sequencing that the Dgcr8-null ESCs show greater transcriptional heterogeneity than their WT counterparts^14^. However, it was unclear how individual miRNAs would influence transcriptional heterogeneity between cells. Here we show very different effects of the two miRNAs, miR-294 and let-7. The introduction of miR-294 into the Dgcr8^−/−^ induces a highly transcriptionally homogenous population, essentially the same as described for WT ESCs grown in similar culture conditions^14^. In contrast, let-7 increased transcriptional heterogeneity. However, a closer evaluation of that heterogeneity showed that this increase could be largely ascribed to the formation of subpopulations of cells. Analysis of the underlying genes driving the formation of these subpopulation uncovered a strong enrichment for cell cycle genes, especially G1 phase genes mostly included in the E2f target hallmark gene set. Interestingly, previous work had shown that the ESCC and let-7 miRNAs have opposing effects on the fraction of ESCs in the G1 phase. This result was confirmed here using the Cyclone tool on our single cell profiles to assign cells to the proper cell cycle phase.

Previous single-cell sequencing showed poor correlation among cell cycle phase genes in WT ESCs, but strong correlation in somatic K562 cells, suggesting a highly distinct structure of cell cycle gene expression in somatic versus ESCs^24^. We found that the introduction of miR-294 and let-7 induced distinct outcomes on the correlation of the cell cycle phase genes used in the previous study. Specifically, miR-294 induced a loss of gene co-expression very similar to WT ESCs, whereas let-7 induced a gain in gene co-expression similar to that of the K562 cells. Interestingly, let-7 is highly expressed in K562 cells^27^. This effect on cell cycle phase gene co-expression cannot be solely ascribed to changes in number of cells in each phase of the cell cycle. Indeed, miR-294 increased the number of cells in G2/M, but reduced the co-expression of G2/M cell cycle phase genes, whereas let-7c increased co-expression of G2/M genes, despite exhibiting a much smaller number of cells in G2/M. Let-7 normally increases as ESCs differentiate down somatic lineages and the introduction of let-7 in Dgcr8^−/−^ ESCs grown in LIF alone induces differentiation of ESCs. Therefore, it is plausible that the let-7 effect on co-expression of cell cycle phase genes could be an indirect result of its impact on differentiation. However, in the studies presented here, the cells are grown in LIF+2i conditions and we show that let-7 does not induce differentiation under these conditions. This finding is consistent with previous work showing that under 2i+LIF conditions, let-7 may actually reduce differentiation^14^. Therefore, the effect of let-7 on cell cycle gene phasing is likely to be due to be a more direct effect on the cell cycle pathways, although the mechanism remains to be revealed.

Single-cell sequencing following introduction of a miRNA in an otherwise miRNA-deficient background also allowed us to also study the impact of each miRNA on its downstream targets. Although it is well appreciated that miRNAs can bind and suppress multiple targets it is unclear whether it does so equally in each cell as all previous studies measured a population of cells. Our GSEA analysis confirmed that both miR-294 and let-7c induce downregulation of their targets in individual cells. Another open question is whether miRNAs induce expression covariation among their targets, similar to that seen with transcription factors^28^,^29^,^30^. Using both pair-wise and set-wise correlation measures, we found that both let-7 and miR-294 led to significant increases in co-expression among their respective targets across individual cells. That is, the targets varied together from one cell to the next. The reason for induction of co-expression is unclear. It is unlikely to be due to varying amounts of the miRNAs as both exogenously introduced levels in Dgcr8^−/−^ cells and endogenous levels in WT ESCs (for miR-294) are very high and likely to be saturating^26^. One possible explanation is that there is a rate-limiting factor in each cell that determines how much the targets can be degraded (for example, varying levels of Ago from one cell to the next). This can lead to the development of ‘waiting lines' for biochemical processing, as recently shown in the case of two unrelated proteins tagged for degradation by the proteasome^31^. A similar or related mechanism may be occurring with miRNAs, although it requires further investigations.

In summary, we have used single-cell sequencing together with individual miRNA manipulation, to assess the impact of miRNAs on shaping the transcriptional profiles in individual cells. We find that miR-294 and let-7 are able to induce co-expression of their target genes, while having opposing effects on the co-expression of cell cycle phase genes and cellular heterogeneity in ESCs (Supplementary Fig. 14). Our work more broadly provides an approach to better understand the impact of miRNAs on their targets and ultimately on the biology of a population of cells.

## Methods

### Cell culture and transfections

Dgcr8-knockout and WT parental cells were previously derived in the Blelloch lab (3ref. 3) and can be obtained from Novus biologicals. Cells were maintained in knockout DMEM medium (Invitrogen) supplemented with 15% fetal bovine serum, LIF and 2i (PD0325901 and CHIR99021) as per standard techniques^32^. Cells were transfected with miRNA mimics (MIRIDIAN, GE Dharmacon) using Dharmafect 1 as previously described^33^. A fluorescence tagged (Dy547) control mimic was used to evaluate transfection efficiency (Supplementary Fig. 1a). Flow cytometry (LSRII) and microscopic analysis of transfected cells was performed 24 h post transfection. Mock-transfected control was treated under identical conditions, with the exception of the absence of the mimic.

### Analysis of cell size

Images of Dgcr8^−/−^ and miR-294 cells stained with the LIVE/DEAD Cell Staining Solution size were processed in ImageJ^34^. Colour images were converted to greyscale, then an automated threshold was set and the plugin Analyze particles was used to measure cell area in the segmented images (Supplementary Fig. 1b).

### Single-cell sequencing

Twenty-four hours post transfection, cells were loaded and single-cell libraries prepared following the Fluidigm C1 protocol (version PN 100-7168 G1). One C1 integrated fluidic circuit (small cell size, PN 100-5759) was used for each condition. LIVE/DEAD Cell Staining solution (ThermoFisher) was included. Each cell capture site was visually inspected and photographed on an inverted fluorescent microscope. Each site was manually scored for cell number and viability. All multi-cell and dead cell sites were discarded from further downstream analysis. Sequencing libraries were produced using the Illumina Nextera XT DNA Sample Preparation kit following the manufacturer's guidelines. Libraries were quality control tested on a combination of Agilent Bioanalyzer and Tape Station and quantified using Qubit (ThermoFisher). Libraries were sequenced on Illumina HiSeq 2500 Ultra-High-Throughput Sequencing System.

Given the goal of identifying cellular gene networks, we reasoned it would be important to have significant sequencing depth of all genes evaluated. Initial sequencing depths ranged from <1,000 to over 2.5 million reads (Supplementary Fig. 2a). Plotting per cent of genes with at least 10 reads to read depth showed a plateau at ∼500,000 reads (Supplementary Fig. 2b). Therefore, samples under 500,000 and above 100,000 reads were resequenced to insure statistical robustness of downstream network analysis. 

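In the deposited data, 50 cells had 2 runs, namely 23 Dgcr8−/−, 2 WT, 7 let-7c-transfected and 18 miR-294-transfected cells. The first run of the 48 cells whose runs were alike held between 522727 and 973530 counts. Of these first runs, 0 were below the 500000 that the paper gives as the limit for sequencing again.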

Resequencing showed no evidence of batch effect as evidenced by PCA and thus were directly added to reads of first sequencing run resulting in a majority of samples ranging from 900,000 to 2 million reads (Supplementary Fig. 2c,d).

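For each cell with 2 runs, Pearson's r between the runs was computed on counts. In 48 of the 50 cells it was at least 0.987 (median 0.998), and the chi-square per gene between runs had a median of 1.55 where 1 is expected from sampling alone. In a let-7c-transfected cell r was 0.699, above that of 36.3% of pairs of different cells of the condition, and in a WT cell it was 0.708, above that of 4.17% of pairs. Leaving out these 2 cells changed 1 of 83 calls, the difference in mean PCC between let-7c-transfected and Dgcr8−/− cells, which became -0.0644 (p = 0.047).

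**Figure D3:**
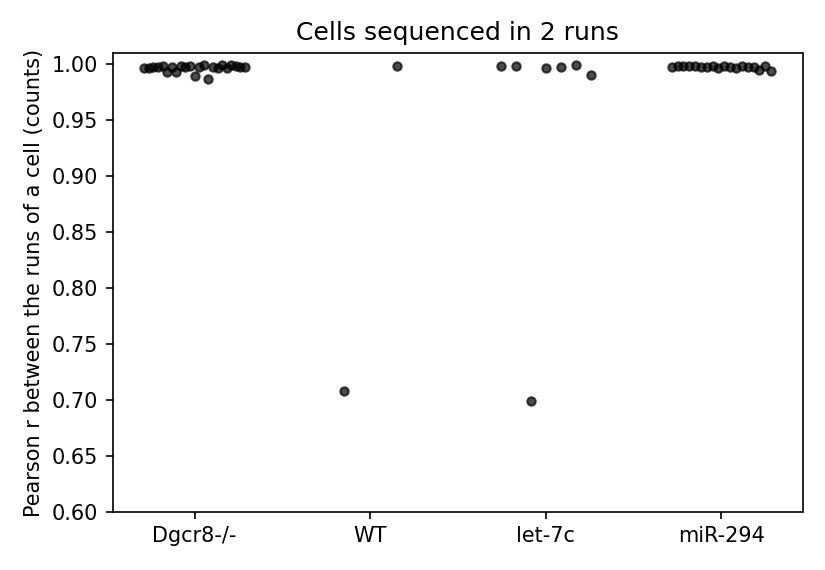
Pearson's r between the counts of the first and second run of each of the 50 cells sequenced in 2 runs, by condition, 1 point per cell. Of the points, 48 lie at or above 0.987, and 1 let-7c-transfected and 1 WT cell lie near 0.7.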

### Read mapping and normalization

Reads were aligned and assigned to Gencode Mouse released M4 transcripts and genes by using RSEM version 1.2.19 with standard parameters^35^. Similar to previous studies, there was not a strong correlation between gene length and number of reads (Supplementary Fig. 3)^24^. Reads were normalized for sequencing depth using the method developed in DESeq^36^.

### Sample and gene filters

To reduce extraneous noise that would negatively impact network analyses, we established sample and gene filters based on number and diversity of reads, as well as evidence of introduced miRNA function. First, we evaluated library complexity based on median and spread of read counts across genes. A small number of cells showed a median equal to 0 with a majority of counts coming from a small number of genes (Supplementary Fig. 4a). These cells were removed from further analysis. Even though transfection efficiencies were very high, it is likely to be that a small number of cells did not receive the introduced miRNAs. To identify these cells, gene set enrichment analysis^17^ was perfomed using the respective targets for miR-294 and let-7c identified in Melton *et al*.^5^ Cells receiving the miRNA are expected to have an overall reduction in enrichment for the corresponding miRNA targets. One cell among the miR-294 and five cells from the let7-c cohort were removed, as unlike most of their cohorts they did show a negative enrichment (Supplementary Fig. 4b). Following above filters, 16 WT, 60 Dgcr8^−/−^, 58 miR294-transfected and 48 let7-c-transfected samples remained (Table 1). To remove noise from lowly expressed genes, we performed a Kolmogorov–Smirnov test, to measure the distance between samples that were re-sequenced along different cutoffs for minimal number of reads per gene. Minimal distance was found at a cutoff of five reads and thus all genes with average read count of less than five reads across samples were removed from further analysis.

### PCA and differential expression

PCA analysis was performed on the normalized counts using the *prcomp* function of the ‘stats' package in R environment. Figure 1c shows PCA based on 11,182 genes that passed filtering by average read counts greater than five reads across samples, whereas Supplementary Fig. 2c shows PCA based on 24,142 genes having at least one read in at least on sample. 

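In the deposited counts, summed over the runs of a cell, 11186 genes had a mean count of at least 5 and 23587 genes had at least 1 count in at least 1 cell. Each filter was applied once over the 182 cells of all conditions. As the conditions differ in their number of cells, a gene counted in WT cells alone needs a higher mean there to pass the filter on the mean than a gene counted in Dgcr8−/− cells alone.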

Supplementary Fig. 7 shows PCA based on the same genes as in Fig. 1c, but performed on either let-7c or Dgcr8^−/−^ cells. Differentially expressed genes among conditions (Let-7c versus Dgcr8^−/−^, miR-294 versus Dgcr8^−/−^ and Dgcr8^−/−^ versus WT) were detected using a Bayesian approach to single-cell differential expression analysis method^37^. To compare expression of a given gene between two groups, we used maximum likelihood estimate for the expression fold change on log2 scale. *P*-value was corrected for multiple hypothesis testing using Holm procedure. The differentially expressed genes (adjusted *P*-value<0.1) are listed in Supplementary Data set 3, whereas the miRNA target genes from previous population study used in Fig. 2a are reported in Supplementary Data set 1.

### Hallmark gene sets

Hallmark pathways for human species were first downloaded from the MSigDb repository^17^, version 5, and then converted to *Mus musculus* using HomoloGene database (release version 68) (ftp://ftp.ncbi.nih.gov/pub/HomoloGene/build68/).

### Recursive feature elimination

A machine-learning approach based on recursive feature elimination (RFE) and support vector machines (SVMs) was used to identify the pathways that were best at discriminating miR-294- and let-7c-transfected cells by their gene expression profiles (GEPs).

The RFE algorithm couples feature selection with SVMs^38^. Feature selection was used, to identify a minimal informative set of features, discarding uninformative or redundant ones. For SVMs with a linear kernel, as the ones used in this manuscript, RFE uses ||*w*||^2^ as a ranking criterion for the importance of a feature. The features with the smallest impact on the norm of ***w*** were then removed. Finally, the optimal number of features was found by training SVMs on subset of features, using the theoretical concept span estimate^39^,^40^. We used linear SVMs that were trained and tested using the R *kernlab* package^41^. For RFE, we used the function *fit.rfe* as implemented in the *pathClass* package^42^. Everything was performed in R version 3.2.3.

The application of this strategy to identify pathways that discriminate single cells receiving miR-294 or let-7c is outlined in Supplementary Fig. 5. GEPs of miRNA-transfected cells were first converted to a list of pathways (that is, features) by computing the ES of each pathway by means of a GSEA approach. Then, 1,000 different instances of the training set were randomly built by selecting five cells repeatedly from miR-294- and let-7c-transfected cells. RFE+SVM was performed for each instance of the training set, to select the most informative pathways able to discriminate the two types of cells. Finally, pathways were ranked according to the number of times they were selected by the RFE-SVMs algorithm (that is, predictive capacity). Enrichment Score (ES) and the corresponding *P*-value were computed by using the KS test function as in Napolitano *et al*.^43^

To validate the pathways identified by RFE algorithm, four different subset of discriminant pathways were generated based on different cutoffs of relevance (that is, 10, 25, 50 and 75%). Nested subsets of pathways of increasing informative density were thus obtained. The quality of these subsets of pathways was then assessed by first training a classifier based on a linear SVM and then estimating its area under the receiver operating characteristic curve by a tenfold cross-validation model. Supplementary Fig. 5b summarizes the performance of the classifier for each combination of pathway selection. It is easy to see that the classifier preformed always better when a subset of relevant pathways is used. It is noteworthy that the best value of area under the curve is obtained when the four pathways with predicted relevance >75% are used.

### Correlation and distance analyses

The distance among cells showed in the main Fig. 3a was quantified as 1—the absolute value of Pearson's correlation coefficient (PCC). PCC was computed using the *cor* function of the R statistical environment. Density plots were finally produced with the function *geom_desity* present in the *ggplot* package of the R statistical environment. Subpopulations of cells were identified with Dynamic tree cut package^44^ in R statistical environment with default parameters and using the ‘hybrid' mode with dissimilarity information among cells defined as |1−PCC|.

### Cell subpopulation analysis

The ANOVA was performed to identify differences among groups of cells within let-7c or Dgcr8 knockdown conditions. GEPs of miRNA-transfected cells were first converted to a list of pathways (that is, MsigDb hallmark gene sets) by computing the ES of each pathway by means of a GSEA approach. Thus, each gene set had a ES distribution across cells. Finally, ANOVA test among subpopulation of identified cells was performed for each gene set. Obtained *P*-values were finally corrected for multiple hypothesis testing using Benjamin and Hochberg procedure. ANOVA tets swere performed using aov function in the R statistical environment. ES and the corresponding *P*-values were computed by using the KS test function as in Napolitano *et al*.^43^

### GSEA with PCA loading values

To find the sources of the majority of the variance among groups revealed in Fig. 1c and Supplementary Fig. 7, GSEA using MSigDb hallmark gene sets was performed ranking the genes according to their descending loadings in the principal component that shows the separation. In detail, we used PC1 loadings to explain the variance shown in Fig. 1c and Supplementary Fig. 7a, whereas we used PC3 loadings to explain the variance shown in Supplementary Fig. 7b. For each pathway the ES and the corresponding *P*-value were computed by using the KS test function as in Napolitano *et al*.^43^ *P*-values were corrected for multiple hypothesis testing using Benjamini and Hochberg procedure. As positive ES corresponds to pathways containing the best discriminant genes only pathways with positive ES value and FDR<10% were considered. Significant pathways were than ranked according to their *P*-values.

### Defining miRNA targets

The miRanda-miRSVR (August 2010 release) mouse miRNA target predictions were obtained from http://microrna.org^45^. The TargetScan^46^ version 7.1 mouse miRNA target predictions were obtained from http://targetscan.org. The Melton *et al*.^5^ miRNA target predictions were defined as downregulated genes in the population of cells receiving the corresponding miRNA and matching the miRNA seed complement on their the 3′-untranslated region sequences. Throughout the manuscript, unless otherwise stated, predicted miRNA targets were defined by the intersection of the downregulated genes in the population of individual cells receiving the corresponding miRNA (versus Dgcr8 knockout, adjusted *P*-value<0.1) and the ones predicted by Targetscan, miRanda or Melton *et al*.^5^ (that is, union of all three; Supplementary Fig. 8 and Supplementary Data set 5). To obtain the smaller set of ‘high confident' transcriptional targets, only target genes supported by at least two sources were considered. The number of miR-294 ‘high confident' targets was further reduced retaining only the ones downregulated (adjusted *P*-value<0.1) also in the WT versus Dgcr8-knockout conditions. This reduction in number was essential for RMI analysis.

### Estimation of RMI

An information-theoretic approach based on RMI was used to quantify the statistical dependency (that is, co-expression) among a predefined set of genes^23^. Specifically, given a set of *d* real-valued random variables **X**=(*X*^1^,*X*^2^,…,*X*^*d*^) with joint probability density function 

 and marginal densities 
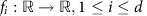
, the RMI was defined for any real parameter *α*, assuming the underlying integrals exist, as:

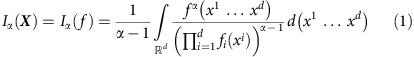

when *α*=1, *I*_*α*_(***X***) was defined in the limit 

. Indeed, the classical multi-information across *d* variables is just a special case of RMI with 

 and can be easily approximated with *α*=0.99 (ref. 47). RMI can be efficiently valued via a non-parametric estimator based on the generalized *k* nearest-neighbour graph and copula transformation^47^,^48^. Briefly, that non-parametric estimator works as follow: given a collection of independent and identically distributed random variables **X**_1:*n*_=(**X**_1_, **X**_2_,…, **X**_*n*_), where each 
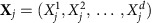
, the algorithm estimates the entropy *H*_*α*_(*f*) for *α*∈(0, 1) as follows:

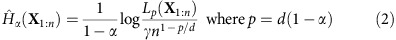

where *L*_*p*_(·) equals to the sum of the *p*-th power of Euclidian distance of the nodes in the nearest-neighbour graph *NN*_*S*_(·) for some finite non-empty 

; γ is a numeric constant dependent on 

 that can be estimated empirically from a large sample (*n*≫1. Finally, the RMI *I*_*α*_ of the *d* variables ***X***=(*X*^1^, *X*^2^,…, *X*^*d*^) from a sample of independent and identically distributed random variables **X**_1:*n*_=(**X**_1_…**X**_*n*_) is computed as

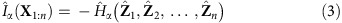

where 

 is defined as before and the sample 
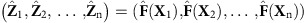
. 

 is called empirical copula transformation^48^, where the *j*-th coordinate of 

 equals:

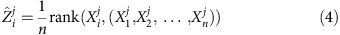

where rank(*x*, *A*) is the number of elements of *A* ≤*x*.

Further tests on the convergence of the nonparametric estimator for RMI used in this study can be found in the original paper were it was presented for the first time^47^ and in our previous work^23^. Here, the above non-parametric estimator of RMI has been implemented in the R software environment version 3.2.3 and always used with the parameter *α*=0.99 and *k*=3 (that is, number of *k* nearest neighbours to use).

### Assessment of RMI significance

To assess whether, in a specific population of cells, the estimated RMI value across a set *d* miRNA targets *G*^1^…*G*^*d*^ was statistically significant, a permutation test corrected for the expression levels of the targets was used. Briefly, we first sorted the genes according to their average value of expression across cells and then divided the ranked list in expression bins of 500 genes. In this way, each gene is assigned to a specific bin containing genes with similar expression levels. Finally, to estimate the empirical distribution of RMI and, from that, the associated *P*-value, we randomly selected *d* genes contained in the same bins as *G*^1^…*G*^*d*^ in 10,000 number of trials. For each trial, the RMI value was computed, thus obtaining its empirical distribution. The *P*-value was finally estimated as the percentage of random trials with a value of RMI greater than the one measured for the *G*^1^…*G*^*d*^ target genes.

### Assessment of RMI distribution among miRNA targets

RMI estimation could not converge when the number of genes is too high respect to the number of samples available^23^,^47^. Thus, to show that miRNA targets tend to be co-expressed in the corresponding miRNA-transfected population, a strategy based on a bootstrapping procedure was used. Given the larger list of predicted miRNA targets (in contrast to ‘high confidence' targets), we randomly extracted a subset of *d* genes in 10,000 trials. In each trial, computed the RMI value was computed among the *d* genes across the three populations of cells. Different value of *d* do not affect the results (Supplementary Fig. 10).

### Differential co-expression analysis

Changes in co-expression among a set of *d* genes *G*^1^…*G*^*d*^ between two population of cells (that is, miR-294 and let-7c) was assessed by estimating the difference in RMI (or ΔRMI) between the corresponding two subsets of GEPs^23^ (Supplementary Fig. 11). To remove those genes whose expression was not changing significantly, a pre-filtering step was applied within each group of GEPs. Specifically, those genes whose entropy was in the fifth-percentile were excluded from the analysis. To estimate the empirical distribution of ΔRMI and, from that, the associated *P*-value, we performed a permutation test. Specifically, given a gene set of *d* genes *G*^1^…*G*^*d*^, the significance of the ΔRMI for the gene set was computed by randomly selecting *d* genes across 1,000 trials. For each trial, the ΔRMI value was computed, thus obtaining its empirical distribution. The *P*-value was finally estimated as the percentage of random trials with a value of ΔRMI greater (or lower if ΔRMI<0) than the one measured on the gene set being tested.

### Cell cycle gene-to-gene correlation

Cell cycle gene–gene correlation was estimated by computing the PCC among 36 transcripts previously categorized to a particular cell cycle phase (Supplementary Data set 6)^49^. PCC was estimated using the *cor* function present in the R software environment 3.2.3 and plotted using *ggplot* package.

### Cell cycle stage prediction from scRNA-seq data

Cell cycle stage of cells was predicted using the classification algorithm named ‘pairs' and previously published by Scialdone *et al*.^20^ This method does not require any further data normalization to be applied before and was one of the two methods performing best among the tested in the Scialdone *et al*.^20^ The classifier was trained on the published single-cell RNA-seq data set comprising 182 mESCs with known cell cycle phase. Similar to our cells, the mESC of this study were cultured in LIF+2i media^50^ and thus represented a good training set to use. For the training process, the cell cycle genes used in the original manuscript were used. After the training process, the classifier was used to assign each cell to a specific cycle stages among G1, S or G2/M from our single cell RNA sequencing data.

### Data availability

All sequencing data can be found at GEO under the accession code GSE80168. The software code used in this study is available upon request to authors. All other data are available from the authors upon reasonable request.

## Additional information

**How to cite this article**: Gambardella, G. *et al*. The impact of microRNAs on transcriptional heterogeneity and gene co-expression across single embryonic stem cells. *Nat. Commun.* **8**, 14126 doi: 10.1038/ncomms14126 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Dataset 1 miRNA target genes from previous bulk population study. For each miRNA reported is the corresponding list of target genes (ensemble id) from Melton et al.

Supplementary Dataset 2 Gene Set Enrichment Analysis from loading values of PC1. For each gene set reported are the enrichment score (ES); the uncorrected p-value (P) and the corrected p-value for multiple hypothesis testing with Benjamini-Hochberg (FDR).

Supplementary Dataset 3 Differentially expressed genes in single cell population. For each gene reported are the lower bound of the 95% confidence interval for the expression fold change on log2 scale (lb); the maximum likelihood estimate for the expression fold change on log2 scale (mle); the upper bound of the 95% confidence interval for the expression fold change on log2 scale (ub); the conservative estimate of expression-fold change, or 0 if the CI crosses the 0 (ce); the uncorrected Z-score of expression difference (Z); the expression difference Z-score corrected for multiple hypothesis testing using Holm procedure (cZ) and the p-value corresponding to cZ (adj.p.value).

Supplementary Dataset 4 Analysis of variance (ANOVA) for the identification of the source of transcriptional heterogeneity. For each gene set reported are the uncorrected p-value of ANOVA test (P); the corrected p-value for multiple hypothesis testing with Benjamini-Hochberg (FDR) and the condition (let-7c or Dgcr8-/-).

Supplementary Dataset 5 Predicted miRNA target genes. For each miRNA reported is the corresponding list of target genes. For each target gene reported are if it is included in the high confident set (Y or N); if its expression values fall in the 5th percentile of the expression entropy distribution (see Methods) and sources from which the gene is predicted to be a target of the corresponding miRNA.

Supplementary Dataset 6 Markers of cell cycle phases from Whitfield et al. For each gene reported are its official gene symbol in human and mouse species; the associated cell cycle phase in which the gene is expressed and its ensemble id in human.

Supplementary Dataset 7 Differentially co-expressed gene sets in miRNAs transfected vs Dgcr8-/- cells. For each gene set reported are the delta of RMI in miRNA transfected vs Dgcr8-/- cells (drmi); the uncorrected p-value of the estimated delta RMI; the corrected p-value for multiple hypothesis testing with Benjamini-Hochberg (fdr) and the tested condition (comparison column: either let-7c vs Dgcr8-/- or miR-294 vs Dgcr8-/-).

Supplementary Information Supplementary Figures

Peer Review File

## Figures and Tables

**Figure 1:**
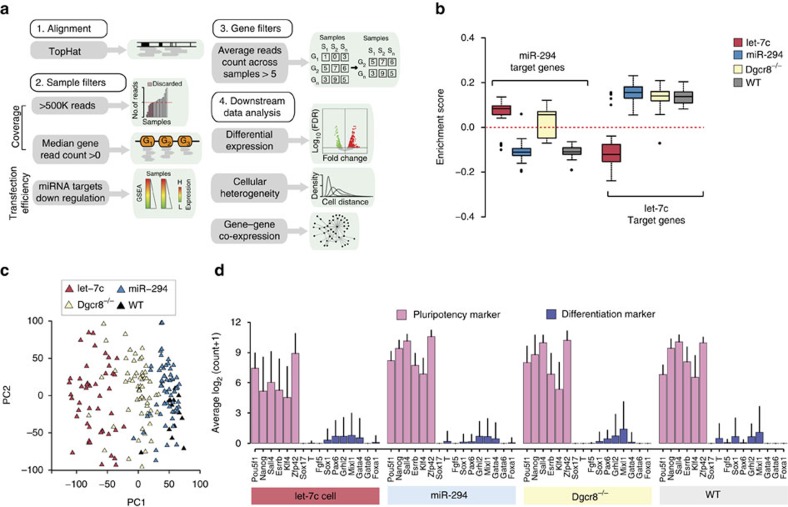
Single-cell sequencing of mESC transfected with either miR-294 or let-7c. (**a**) Scheme of the bioinformatics and statistical pipeline for single-cell sequence analysis. Briefly, (i) reads are aligned with TopHat software and then (ii) cells with low coverage or with no evidence of miRNA transfection are removed and (iii) finally non-expressed genes are filtered out. Remaining genes are used (iv) for downstream analysis. Details provided in material and methods section. (**b**) ES distribution of miR-294 target genes across miRNA transfected, Dgcr8^−/−^ or WT cells. (**c**) PCA analysis on filtered and normalized data showing individual cells colour coded by condition. The PCA analysis separates cells according to their condition. (**d**) Average expression of 16 pluripotency/differentiation markers in each condition.

**Figure 2:**
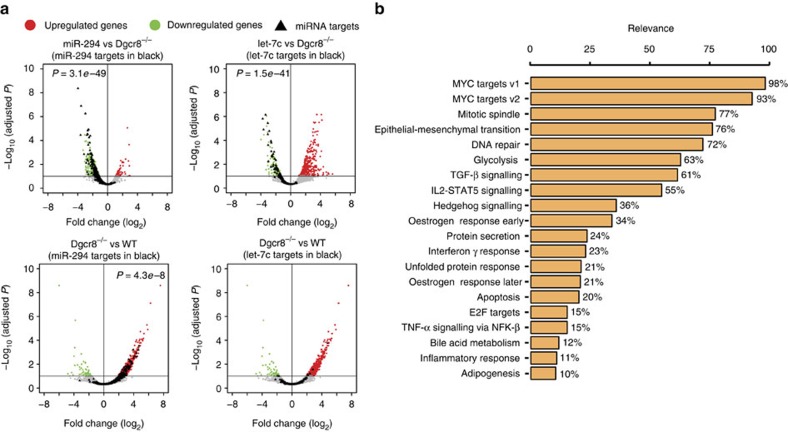
Differential gene expression of mESC transfected with either miR294 or let-7c. (**a**) Volcano plots showing expression fold change of mean across cells in each condition on *x* axis and -log_10_(FDR) on *y* axis. Individual cells within a condition were treated as repeats for differential expression analysis. Significantly differentially expressed miRNA targets (FDR <10%) for miR-294 and let-7c identified in previous population-based array experiments are highlighted as black triangles and *P*-values for the enrichment analysis is shown in upper left corner. miR-294 and let-7c targets are similarly highlighted in Dgcr8^−/−^ versus WT mESC comparison. Conversely to let-7c, miR-294 is broadly expressed in mESC and its targets are significantly upregulated in miRNA-deficient Dgcr8^−/−^ cells versus WT mESC. (**b**) Identification of discriminant processes between miR-294 and let-7c-transfected cells. Pathways are sorted according to their relevance by mean of the frequency they were selected by the RFE method to correctly assign a cell to its category. Only pathways selected at least in 10% of 1,000 trials are shown.

**Figure 3:**
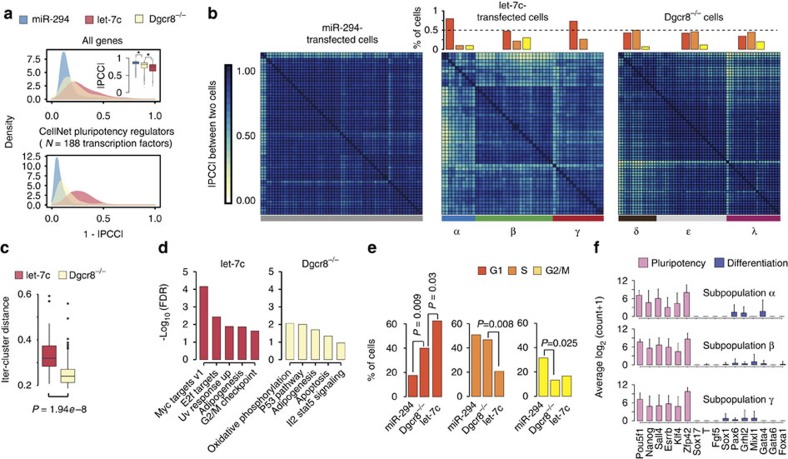
Cell-cell correlations within Dgcr8^−/−^ and Dgcr8^−/−^ transfected with either miR294 or let-7c. (**a**) Density plots of distances (|1–|PCC|) between pairs of cells within each condition. Top plot is for all genes, whereas bottom plots is for CellNet pluripotency regulators as defined in ref. 14. Top plot inset shows PCC distribution between pairs of cells within each condition. It is worth noting that miR-294 increases homogeneity when considering all genes or pluripotency genes. (**b**) Heatmaps showing all within condition cell–cell PCC using all genes. Cells are ordered by hierarchical clustering and subpopulation of cells identified with Dynamic tree cut method (see Methods). Above each heatmaps the percentage of cells in each of the cell cycle phases is reported for each identified sub-population of cells as defined by Cyclone. (**c**) Inter-cluster distance distribution between clusters (that is, subpopulations) of cells shown in **b**. Inter-cluster distance for a cell *x* was defined as its average distance from all the other cells, expect the ones in the same subpopulation as cell *x*. Let-7c inter-cluster distance is significantly higher than Dgcr8^−/−^ inter-cluster distance (two tailed Wilcoxon test *P*=1.94*e*−8), meaning that let-7c is producing more distinct and better separated sub-populations of cell compared to the ones identified in Dgcr8^−/−^ cells. (**d**) Identification of pathways driving the formation of subpopultions of cells within let-7c or Dgcr8 knockdown conditions. Pathways are sorted according the corrected *P*-value (that is, FDR) returned by the ANOVA. Only top five significant pathways are shown. (**e**) Percentage of cells in each of the cell cycle phases for miRNA-transfected and Dgcr8^−/−^-deficient cells. Exact Fisher's test is used to the compare number of cells in each cell cycle stage between miRNA-transfected versus Dgcr8-knockdown cells. (**f**) Average expression of six pluripotency and ten differentiation markers across the three identified subpopulations of let-7c-transfected cells.

**Figure 4:**
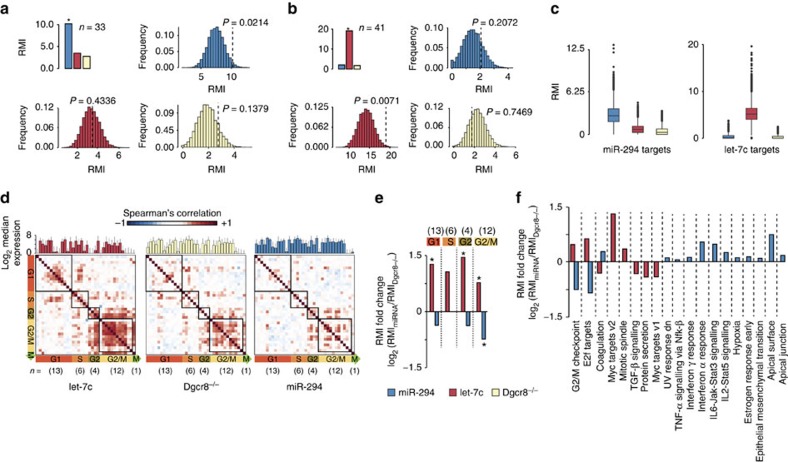
Gene co-expression across cells in Dgcr8^−/−^ and Dgcr8^−/−^transfected with either miR294 or let7c. (**a**) RMI for a set 33 of high-confidence miR294 targets in miR294-transfected (blue), let-7c-transfected (red) and Dgcr8^−/−^ cells (yellow). Histograms show permutation test for random sets of genes expressed at the same levels as the targets under each condition. Green dotted line represents RMI of the targets themselves with associated p-values. (**b**) Same as **a**, except for a set of 41 high-confidence let-7c targets. (**c**) RMI distribution for each of the three conditions using larger sets of miRNA targets (defined as down with addition of miRNA and predicted by Targetscan, miRanda-miRSVR or previous population array data). As power of RMI is reduced by the larger size of these target sets, a distribution of RMIs was computed by randomly extracting a subset of 10 genes with replacement 10,000 times from the corresponding list of targets. (**d**) Spearman's correlations among 36 cell cycle-regulated transcripts in miRNAs transfected and Dgcr8^−/−^ cells show an increase of cell cycle-dependent transcription in let-7c-transfected cells. Genes are grouped by cell cycle phases (squares) and ordered in the same way across conditions. Above each heatmap the average expression of each gene and its standard deviation is reported. (**e**) Differential RMI among 36 cell cycle-regulated transcripts (Supplementary Data set 7) in miRNAs transfected versus Dgcr8^−/−^ cells show an increase of cell-cycle-dependent transcription in let-7c transfected cells. Genes are grouped by cell cycle phases and their RMI value was compared in miRNA transfected cells versus Dgcr8^−/−^ cells. The number of genes used for each cell cycle phase is reported in the upper part of the plot. Significant changes of RMI determined by permutation test are indicated with asterisks (let-7c G1/S *P*=0.026, G2 *P*=0.04, G2/M *P*=3*e*−3; miR-294 G2/M *P*=0.016). (**f**) Differential RMI among hallmark gene sets from MSigDb in miRNAs transfected versus Dgcr8^−/−^ cells. For each hallmark gene set we computed RMI across the three conditions (miR-294, let-7c and Dgcr8^−/−^) and then computed the RMI fold-change (miR-294 versus Dgcr8^−/−^ and let-7c versus Dgcr8^−/−^) and its significance determined by permutation test. Only genes set with significant changes are shown.

**Table 1:** Number of samples under each condition following each filter.

	**>500,000 reads**	**Median read count >0**	**GSEA filter**
Dgcr8^−/−^	61	60	60
WT	17	16	16
let-7c	56	53	48
miR-294	61	59	58

GSEA, gene set enrichment analysis; WT, wild type.

How the deposited data were processed for this re-analysis (not part of the article)

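Single Dgcr8−/− mouse ESCs, mock-transfected or transfected with a miR-294 or a let-7c mimic, and WT ESCs were captured and sequenced cell by cell. The deposited data comprised 232 runs of 182 cells. For each run, the authors aligned reads and assigned them to genes with RSEM, and deposited for each gene an expected count, which is not normalized, and an FPKM, which is normalized for length and depth. The FPKM values were not used here. The authors had already removed cells with few reads or low diversity, and 1 miR-294-transfected and 5 let-7c-transfected cells without downregulation of the targets, so the cells were selected on a measure reported at the claims. The paper states that one C1 circuit was used for each condition, so that chip and condition cannot be told apart. The sample labels name the let-7 mimic let-7i and the series description let-7b, where the paper names let-7c.

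The expected counts of the runs of a cell were summed and rounded to whole numbers before use in edgeR, DESeq2 and the other steps. The smallest total of a cell was 513521. Genes with a mean count of at least 5 over the 182 cells (11186 genes) were kept. DESeq size factors from the 862 genes counted in every cell were used, except in the tests of differential expression. The normalized counts printed for single genes, other than log2 values, also used TMM factors. A pseudocount of 1 was added before log2. Runs of a cell were compared by Pearson's r and by the chi-square per gene, and cells were compared with each other in the same way.

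Differential expression between miR-294-transfected and Dgcr8−/−, let-7c-transfected and Dgcr8−/−, and Dgcr8−/− and WT cells was tested in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with TMM normalization and a quasi-likelihood F test, and genes with a Benjamini–Hochberg adjusted p below 0.1 were called. The paper adjusted by the Holm procedure, which was an alternative here. As the F test gives no standard error, that of a log2 fold change was taken as its absolute value divided by the square root of F. The setting of this test was changed after its results had been seen. The default call of edgeR, with trended dispersions, was run first on the real data, where it called 1089 genes lower and 540 higher after miR-294. In counts simulated for the same cells with 200 changed genes, 66.4% of its calls were unchanged genes, and it made 281 calls where no gene was changed. In all, 8 configurations were then compared on the simulated counts, on real counts with permuted labels and on the real labels, and 3 further ways of writing the call each gave the same numbers of calls as 1 of these. Gene-wise dispersions with legacy = FALSE were adopted first, with their total for the real labels in view, but that fit crashed once the number of detected genes was added as a covariate, so it was replaced. Gene-wise dispersions with a quasi-dispersion not below 1 were adopted, for which the share of unchanged genes among calls was 12.1%, with 0 calls where no gene was changed. With permuted labels it made 46 calls, against 379 with the default, and with the real labels 1063, against 1629. The simulated counts were drawn with gene-wise dispersions, which favours fits of that kind, and the totals with real labels were in view when the choice was made. The adopted test recovered 69% of the changed genes, and the median error of the log2 fold change was 0.113. DESeq2 1.42.0 was an alternative.

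The ES was a Kolmogorov–Smirnov sum over genes ranked in each cell by normalized count. PCA, correlations and RMI were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. RMI was estimated from ranks with an order of 0.99 and 3 nearest neighbours, with a constant from 3 uniform samples of 2000 points. Genes in the lowest 5 percent by entropy over 10 bins were left out for the cell cycle genes. In the RMI, cells with an equal normalized count shared a rank. On simulated independent genes the RMI rose with the share of zeros when ranks were shared, and did not when ties were broken at random. Cell cycle phases were predicted with cyclone in scran. ES, AUC, correlations between cells and mean Spearman correlations were tested by two-sided permutation of cell labels (100000, or 1000 where cells were clustered again). PC1 loadings, pairwise PCC and RMI differences were tested against 10000 random gene sets matched on mean count in bins of 500 genes (two-sided), RMI within a condition one-sided against the same sets, and the RMI of cell cycle genes one-sided in the observed direction against unmatched sets. Phases were compared by Fisher's exact test, two-sided. The permutation tests, the ES and the RMI were tested on simulated data. With the constant of the main values, independent genes without ties had an RMI of -2.47 (33 genes), -3.37 (41 genes) and -1.19 (12 genes), where 0 is the true value. With the constant from the same number of cells, the RMI was -0.29, -0.55 and -0.16. The main RMI values are thus biased downward, and the size of ratios of small values is not reliable.

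Alternatives were the normalization, the gene filter, the pseudocount, the adjustment for multiple tests, the test, the number of detected genes as a covariate, cells sequenced once, first runs only, counts thinned to the smallest total, the type of correlation, the number and linkage of clusters, the rule for phases, ties and constant in the RMI, and cells matched on phase. Genes named in the text were those the paper names and, for each comparison, the 3 with the smallest p in each direction among those past the threshold and the 3 bulk targets with the smallest p among those lower. Genes named in the closing text only were chosen from the results. Hallmark gene sets, CellNet and the authors' Bayesian test were not used here.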

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

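The tests on the group of Zscan4 and Usp17l genes were chosen only after the result was seen, whereas the others in this part were chosen before their outcome was known. Each result here is a signal in genes that the paper does not discuss in its text.

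Lin28a (ENSMUSG00000050966) had a log2 fold change of -7.24 between Dgcr8−/− and WT cells (adjusted p = 4.7e-05) and of 4.46 between miR-294-transfected and Dgcr8−/− cells (adjusted p = 0.0038). It was counted in 15 of 16 WT, 3 of 60 Dgcr8−/−, 1 of 48 let-7c-transfected and 27 of 58 miR-294-transfected cells. Of its stretches of 31 bases, 5.18% occur in transcripts of other genes, which leaves little room for shared reads. With counts thinned to 1 depth, the log2 fold change after miR-294 was 4.53, so that depth did not account for it. Over miR-294-transfected cells, Spearman's rho between the ES of miR-294 targets and Lin28a was -0.283 (p = 0.0311), and Pearson's r was -0.241 (p = 0.0682). A stronger effect of miR-294 in some cells may therefore be part of it, as a hypothesis. Under the Holm adjustment, the change after miR-294 no longer passed the threshold here, whereas the paper's own table lists Lin28a for it (log2 value 2.87, adjusted p = 0.000236) and for Dgcr8−/− against WT cells (-6.00, adjusted p = 2.66e-09). With one circuit for each condition, a difference between chips could not be tested.

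The summed counts of 13 genes at 3 loci of repeated sequence had a log2 ratio of means of 2.93 between let-7c-transfected and Dgcr8−/− cells, -2.14 between miR-294-transfected and Dgcr8−/− cells and 4.46 between Dgcr8−/− and WT cells. The median share of stretches of 31 bases found in transcripts of other genes was 76.8%, so the counts cannot be assigned to single genes. With thinned counts the log2 ratio for let-7c was 2.90, which goes against depth. The counts were above the Dgcr8−/− median in 79.2% of let-7c-transfected cells (38 of 48). This share cannot separate condition from chip, as one circuit was used for each condition, so that the pattern cannot be told apart from a difference between chips. Over let-7c-transfected cells, Spearman's rho with Malat1 was 0.426 (adjusted p = 0.0119). Nuclear RNA or DNA taken into the library may thus be a source. No biological explanation can be put forward while these remain.

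Ftl1 had a log2 fold change of -2.03 and Fth1 of 1.12 between let-7c-transfected and Dgcr8−/− cells. With the counts of Ftl1 and its copies summed, the log2 ratio of means was -1.91, so that reads shared with copies did not account for the fall. With thinned counts the log2 fold change of Ftl1 was -2.01. The paper's own table lists both genes in the same directions. A difference between chips could not be tested, so the pattern is left open.

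Zscan4c had a log2 fold change of 7.42 between let-7c-transfected and Dgcr8−/− cells (adjusted p = 0.0023) and of 5.62 between miR-294-transfected and Dgcr8−/− cells (adjusted p = 0.019). It was counted in 18 of 48 let-7c-transfected, 13 of 58 miR-294-transfected and 9 of 60 Dgcr8−/− cells. Its normalized count was 1286 ± 6475 (SD, n = 48), 370 ± 2767 (SD, n = 58) and 7.39 ± 48.5 (SD, n = 60) in the same order. Each SD far exceeded its mean, so that most of the counts lay in few cells. Under the 11 alternatives, the log2 fold change ranged from 3.36 to 8.35 for let-7c and from 2.83 to 8.42 for miR-294. As to cells that express these genes together, 5 of 182 cells had at least 5 genes of a list of 23 at 10 counts or more, against 0.402 on average after each gene was shuffled among cells. These were 3 let-7c-transfected, 2 miR-294-transfected and 0 Dgcr8−/− cells, a difference from Dgcr8−/− cells that did not pass 0.05 (Fisher's exact test, two-sided, p = 0.0847 and p = 0.239). Of the stretches of 31 bases of a gene, the share that occurs in transcripts of other genes was 91.5% for Zscan4c and ranged over the list from 3.62% (Tmem92) to 100% (Gm4340). Where it is high, reads of 1 gene can be counted for several, which shuffling gene by gene removes. With the whole list, joint expression cannot be told apart from shared reads, and the genes with low shares were not tested on their own. Under the Holm adjustment Zscan4c passed the threshold in neither comparison, and for miR-294 it also did not with the number of detected genes as a covariate (3.78, adjusted p = 0.2) or with the DESeq2 Wald test (2.83, adjusted p = 0.11).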

How the results depend on the processing

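The splits of the cells were chosen as tests only after the counts of genes had been seen. The alternatives were set before the data were examined, except those that leave out the 2 cells whose runs disagree, 1 cell of each near-identical pair, the genes at 3 loci of repeated sequence or the 50 genes with the highest mean count, and the trended dispersions and likelihood ratio test, which were chosen after seeing the data. The dispersion setting of edgeR itself was changed after the default had been run on the real data. No paired analysis was possible because the runs carry the name of 1 cell and no cell was measured in 2 conditions.

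Of 457 values of comparisons under alternatives, 375 kept their direction and their side of the threshold or stayed within 1.5 times the count, 18 kept their direction but no longer passed the threshold, 8 passed it only under the alternative, 48 moved and 8 reversed. Of 406 values for single genes, 395 were the same, 11 no longer passed the threshold and 0 reversed. The 3 ES differences other than that between miR-294-transfected and WT cells, both AUC against Dgcr8−/− cells (from 0.930 to 0.972), the loading percentile (from 84.9 to 87.6), the difference in mean PCC for miR-294 (from 0.0092 to 0.0998), the difference in G1 and G2/M cells for miR-294 and the RMI ratio of G2/M genes for let-7c (from 0.70 to 1.42) held under each alternative. Of these, an alternative to the size factors shows no stability for an ES or a Pearson correlation between cells, which it cannot move. Likewise, the alternative constant shows no stability for the p of an RMI, which it cannot move. The cause of the changes below was not tested.

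Under the Holm adjustment, 68 genes were lower and 35 higher after miR-294, 89 lower and 89 higher after let-7c, and 46 lower and 91 higher in Dgcr8−/− than in WT cells. Of the bulk targets, 23 were lower and 0 higher after miR-294 (2 at an unadjusted p below 0.05), 16 lower after let-7c, and 6 miR-294 targets and 0 let-7c targets (6 at the unadjusted threshold) higher in Dgcr8−/− than in WT cells. Of the markers, 2 passed after let-7c and 0 between Dgcr8−/− and WT cells (2 unadjusted), and of the cell cycle genes 1 after let-7c and 1 after miR-294.

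With DESeq size factors in edgeR, 1032 genes were lower and 251 higher after miR-294, 227 were lower in Dgcr8−/− than in WT cells, and 0 bulk targets were higher after miR-294. These factors moved the median log2 fold change of all genes from -0.13 to -0.28 after miR-294 and from 0.20 to 0.37 between Dgcr8−/− and WT cells. With the DESeq2 Wald test, 1329 genes were lower after miR-294, 952 higher after let-7c and 1585 higher in Dgcr8−/− than in WT cells, and 182 bulk targets were lower and 0 higher after miR-294, with 135 miR-294 targets and 9 let-7c targets higher in Dgcr8−/− than in WT cells. With trended dispersions (edgeR default), 1089 genes were lower after miR-294, 1069 higher after let-7c, 563 lower and 1358 higher in Dgcr8−/− than in WT cells, 3 bulk targets were higher after miR-294, 99 miR-294 targets were higher in Dgcr8−/− than in WT cells, and 1 marker passed after miR-294 and 4 between Dgcr8−/− and WT cells. With the likelihood ratio test with gene-wise dispersions, 2 markers passed between Dgcr8−/− and WT cells.

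With only cells sequenced once, 315 genes were lower and 157 higher after miR-294, 327 lower after let-7c, and 413 higher in Dgcr8−/− than in WT cells. Of the bulk targets, 64 were lower and 0 higher after miR-294, 38 lower after let-7c, and 2 let-7c targets higher in Dgcr8−/− than in WT cells, with 5 and 1 cell cycle genes after let-7c and miR-294. The difference in mean PCC for let-7c was -0.0859 (p = 0.030), that in G1 cells 22.6 (p = 0.068), the RMI of targets 10.1 for miR-294 (p = 0.097) and 19.0 for let-7c (p = 0.056), and the log2 RMI ratio of G1/S genes for let-7c 1.69 (p = 0.055). That of G2 genes for miR-294 reversed to 0.32 (p = 0.43).

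With genes with at least 1 count in at least 1 cell, 0 bulk targets were higher after miR-294, 2 let-7c targets were higher in Dgcr8−/− than in WT cells, and the ES difference between miR-294-transfected and WT cells reversed to 0.0068 (p = 0.55). The RMI of let-7c targets was 19.4 (p = 0.072), and the log2 RMI ratio 2.40 for G2 genes after let-7c (p = 0.13) and -0.94 for G2/M genes after miR-294 (p = 0.064). With thinned counts, 0 bulk targets were higher after miR-294. With library size in place of DESeq size factors, the AUC of miR-294-transfected over WT cells was 0.496 (p = 0.96) and the RMI of let-7c targets 19.3 (p = 0.054). With each gene scaled to unit variance, the AUC was 0.358 (p = 0.084).

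The difference in mean PCC for let-7c, -0.0611 (p = 0.058), passed 0.05 without the 2 cells whose runs disagree (-0.0644, p = 0.047), on log2 values (-0.0486, p = 0.00011), with Spearman correlation between cells (-0.0468, p = 0.00014) and without the 50 genes with the highest mean count (-0.0646, p = 0.012). Of 3 groups of genes by mean count, it reversed in the middle group (0.0144, p = 0.00041) and the lowest (0.0019, p = 0.50). With Spearman correlation between cells the inter-cluster difference reversed to -0.0467 (p = 0.21). With the phase of the highest cyclone score, the difference for let-7c was 10.8 in G1 (p = 0.28) and -7.92 in S (p = 0.13). The difference in pairwise PCC of let-7c targets, 0.0254 (p = 0.063), passed 0.05 with the first run only (0.0261, p = 0.043) and with Spearman correlation between genes (0.0371, p = 0.0028), and was smaller with cells sequenced once (0.0128, p = 0.5) and with library size (0.0168, p = 0.29).

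Without 1 cell of each near-identical pair, the RMI was 9.99 for miR-294 targets (p = 0.059) and 17.2 for let-7c targets (p = 0.077), and the difference in mean Spearman correlation for let-7c was 0.0793 (p = 0.046). The lowest value of that difference among the alternatives was 0.0356. With ties broken at random, the RMI was reversed against random sets for miR-294 targets (-2.02, p = 0.69) and did not pass 0.05 for let-7c targets (-2.08, p = 0.26), and the differences from Dgcr8−/− cells reversed to -0.781 (p = 0.032) and -0.477 (p = 0.0036). With cells matched on predicted cell cycle phase, the log2 RMI ratio for let-7c was 1.52 for G1/S genes (p = 0.070) and 2.19 for G2 genes (p = 0.051), and for miR-294 -0.73 for G2/M genes (p = 0.055).

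Some ratios had no value because an RMI was not above 0. With the constant used for the main values, this held for the ratios of S genes. For miR-294 their RMI was below 0 in transfected (-0.455) and in Dgcr8−/− cells (-0.117). It also held for the ratios of G1/S and G2 genes with ties broken at random. For miR-294 it held for that of G1/S genes with cells sequenced once and with cells matched on phase. In 50 splits of the cells of 2 conditions with the real split included, 1 split gave a count as large as the real one for genes lower or higher in each comparison, for bulk targets lower after miR-294 or let-7c, for bulk targets higher in Dgcr8−/− than in WT cells, for markers after let-7c and between Dgcr8−/− and WT cells, and for cell cycle genes. For bulk miR-294 targets higher after miR-294, 18 splits did, and for bulk let-7c targets higher after let-7c and markers after miR-294, whose counts were 0, all 50 did, with 0 and 3 at an unadjusted p below 0.05. In simulated counts 56% of genes changed 4-fold were recovered. With counts thinned to the smallest total, 8560 genes were tested in place of 11186, and 602 were lower after miR-294 in place of 686 and 479 higher after let-7c in place of 617. Genes higher after miR-294 were 338 in place of 377. Between Dgcr8−/− and WT cells, 332 were lower in place of 349 and 624 higher in place of 630. Other counts rose, with 579 genes lower after let-7c in place of 571. Bulk targets lower were 119 in place of 110 after miR-294 and 65 in place of 61 after let-7c. Whether more depth would add calls was not tested.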

Differences from the paper's values

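The rank-sum test with cells as independent values and the splits of the cells were chosen as tests only after the result was seen, and the other tests in this part before.

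For G1 cells after miR-294, Fisher's p was 0.016 against the paper's 0.009, and none of the alternatives set before the data were examined closed the gap.

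For the log2 RMI ratio of G1/S genes after let-7c, the value was 1.88 against the paper's about 1.3 in Fig. 4e, read by eye, and for G2 genes 2.40 against the paper's about 1.5 in Fig. 4e, read by eye. None of the alternatives set before the data were examined closed either gap, which here means a value within 0.1 of the paper's. After miR-294, the ratio of G1/S genes was -2.32 against the paper's about -0.4 in Fig. 4e, read by eye, and none closed the gap. The constant from uniform samples of the same number of cells (-0.54) came nearest. That of G2 genes was -1.23 against the paper's about -0.4 in Fig. 4e, read by eye, and cells matched on phase (-0.33) closed the gap, while the other alternatives set before the data were examined did not. That of G2/M genes was -0.94 against the paper's about -0.8 in Fig. 4e, read by eye, and library size in place of DESeq size factors (-0.85) and cells matched on phase (-0.73) closed the gap, while the others did not.

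For the RMI of miR-294 targets, p was 0.033 against the paper's about 0.021 in Fig. 4a, read by eye, and of the alternatives set before the data were examined only the first run (0.03) closed the gap. For let-7c targets, p was 0.043 against the paper's about 0.0071 in Fig. 4b, read by eye, and only thinned counts (0.006) closed it.

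The paper's Supplementary Data set 3 rests on the Holm adjustment, whereas the main counts here rest on the Benjamini–Hochberg one. In it, 76 genes are higher after miR-294, against 377 here and 35 here under the Holm adjustment. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The paper's number of genes lower after let-7c is 222, against 571 here and 89 here under the Holm adjustment. Only cells sequenced once (327) came within 1.5 times of it. The paper's number of genes lower in Dgcr8−/− than in WT cells is 52, against 349 here, and only the Holm adjustment (46) came within 1.5 times of it. After let-7c, the log2 fold change was -2.49 for Sall4 against the paper's -3.37, -1.67 for Nanog against the paper's -2.34, and -2.39 for Rrm2 against the paper's -3.03, and none of the alternatives set before the data were examined closed these gaps. After miR-294, that of Cdkn1a was -2.26 against the paper's -2.68, and DESeq size factors (-2.43) and the DESeq2 Wald test (-2.43) closed the gap, while the others did not.

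The paper states that the ES of miR-294 targets was identical in miR-294-transfected and WT cells, where the difference here was -0.0242, and 0.0068 (p = 0.55) with genes with at least 1 count in at least 1 cell. The paper states that no marker changed between conditions, where 4 markers passed the threshold after let-7c (2 under the Holm adjustment) and Pou5f1 between Dgcr8−/− and WT cells (0 markers under the Holm adjustment). The paper states that no bulk target changed in the opposite direction, where Plk4 had a log2 fold change of 0.77 after miR-294 (adjusted p = 0.088). No such target was found under the Holm adjustment, which the paper used, with DESeq size factors, with genes with at least 1 count in at least 1 cell, with thinned counts, with cells sequenced once or with the DESeq2 Wald test, and 18 of 50 splits of the cells gave at least 1. The paper states that each miRNA increased the pairwise correlation of its targets relative to the targets of the other, where the mean PCC in miR-294-transfected cells was 0.0175 for miR-294 targets and 0.0748 for let-7c targets, while in let-7c-transfected cells it was 0.0522 for let-7c targets and 0.0234 for miR-294 targets, in the direction the paper states. The paper states that clusters of let-7c-transfected cells were more distinct than those of Dgcr8−/− cells by a rank test, where the difference in inter-cluster distance here had a permutation p of 0.2, and from 0.13 to 0.71 under the alternatives set before the data were examined. A rank-sum test with cells as independent values, chosen after seeing the values, gave p = 8.16e-08, which is larger than the p that the paper states. For the RMI of G2/M genes after let-7c, the p of 0.0004 was smaller than the one the paper states, and the p with genes with at least 1 count in at least 1 cell (0.0033), with ties broken at random (0.004) and with cells matched on phase (0.004) came within 1.5 times of it, while the other alternatives set before the data were examined did not. The paper states that the cell cycle genes were similarly expressed, where 9 of 36 were lower after let-7c, and 1 passed the threshold under the Holm adjustment.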

Other observations

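The tests on near-identical cells and on runs of 1 cell with different profiles were chosen only after the result was seen, as was the permutation of marker labels over all cells. Leaving out 1 cell of each near-identical pair, the genes at 3 loci or the 50 genes with the highest mean count was chosen after the data had been seen, but before the values this gave, and the other tests in this part were chosen before their result was seen.

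In 4 pairs of differently named cells, 3 let-7c-transfected and 1 miR-294-transfected, Pearson's r of log2 values was at least 0.9902, against at most 0.8622 in the other pairs. The chi-square per gene was at most 5.89 in these pairs and at least 49.9 in 2353 other pairs compared. Between runs of 1 cell it was 1.26 to 6.74 in the 48 cells whose runs agreed. In the 2 cells whose runs disagreed it was 110.8 and 201.0. The same cell or library under 2 names is a candidate explanation. No biological explanation was tested.

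In 2 cells the runs had different profiles. For the let-7c-transfected cell, r between the runs was above that of 36.3% of pairs of different cells, and for the WT cell above that of 4.17% of pairs, so that its runs agreed less than most pairs of different cells. In each of the cells, 1 run had fewer detected genes, 4165 against 8390 in the WT cell and 6284 against 9073 in the let-7c-transfected cell. The highest Pearson's r of log2 values between any of these runs and another cell was 0.812, against at least 0.9788 between agreeing runs of 1 cell. For both cells this argues against a run of another deposited cell under the wrong name. A mislabelled run from a cell outside the data remains a candidate explanation. A poor run was not tested as one, and which of the runs belongs to the cell was not determined.

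The higher RMI of targets after transfection does not show added co-expression, as ties, mostly zeros in the lowered targets, can give it alone. On simulated independent genes (41 genes, 48 cells, 50 percent zeros, shared ranks), the RMI was 19.93. After each gene was shuffled among the cells of a condition, 103% of the difference from Dgcr8−/− cells was left for miR-294 targets and 96.8% for let-7c targets. For the G2/M genes, 31.6% was left for let-7c, so that ties alone did not account for it, and 72.3% for miR-294. The latter difference lay outside the shuffled ones (p = 0.034), and with ties broken at random the log2 ratio was -1.84 (p = 0.038), so that ties did not account for all of it, while how large a part they have was not settled. Without 1 cell of each near-identical pair, the difference in RMI of G2/M genes for let-7c was 2.86.

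The lower mean PCC between let-7c-transfected cells may be tied in part to the genes at 3 loci of repeated sequence, since without them the difference was -0.0298 (p = 0.3). Without 1 cell of each near-identical pair it was -0.0543, and without the 50 genes with the highest mean count -0.0646. For miR-294 the difference without these 50 genes was 0.0998. When the genes at the 3 loci were left out, 66.7% of the cells of the let-7c cluster with the highest share of these counts fell into the largest cluster.

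Permuting labels within predicted phase gave p = 1e-05 for lower Sall4 and p = 1e-05 for lower Nanog in let-7c-transfected than in Dgcr8−/− cells, the smallest that the permutations can give, and p = 3e-05 for Zfp42. More cells in G1 therefore did not account for these. For Pou5f1, the difference was -0.562 over all cells (p = 0.066) and -0.377 within phase (p = 0.29). As it did not pass 0.05 over all cells in this measure, its fall cannot be told apart from an effect of more cells in G1. A difference between chips could not be tested for these markers.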
